# Transcriptome Sequencing Analysis Reveals the Regulation of the Hypopharyngeal Glands in the Honey Bee, *Apis mellifera carnica* Pollmann

**DOI:** 10.1371/journal.pone.0081001

**Published:** 2013-12-10

**Authors:** Zhenguo Liu, Ting Ji, Ling Yin, Jie Shen, Fang Shen, Guohong Chen

## Abstract

Transcriptome sequencing has become the main methodology for analyzing the relationship between genes and characteristics of interests, particularly those associated with diseases and economic traits. Because of its role of functional food for humans, commercial royal jelly (RJ) and its production are major research focuses in the field of apiculture. Multiple lines of evidence have demonstrated that many factors affect RJ output by activating or inhibiting various target genes and signaling pathways. Available coding sequences from the Honey Bee Genome Sequencing Consortium have permitted a pathway-based approach for investigating the development of the hypopharyngeal glands (HGs). In the present study, 3573941, 3562730, 3551541, 3524453, and 3615558 clean reads were obtained from the HGs of five full-sister honey bee samples using Solexa RNA sequencing technology. These reads were then assembled into 18378, 17785, 17065, 17105, and 17995 unigenes, respectively, and aligned to the DFCI Honey Bee Gene Index database. The differentially expressed genes (DEGs) data were also correlated with detailed morphological data for HGs acini.

## Introduction

Due to their role in pollination and the benefits of their products, eusocial honey bees are among the most beneficial insects on earth. Currently, there are only eight recognized species of honey bee, with a total of 44 subspecies [1], [2].

Honeybee worker bees display an extraordinarily elaborate division of labor by age [3] and the dramatical changes of behavior of worker bees were definitely correlated with age polyethism [4]. The hypopharyngeal glands (HGs) of the honey bee are age-dependent structures that change with the size of the acini, which are believed to correspond to various social behaviors [5]. HGs develop particularly in worker bees rather than queen and male bees, and degenerate when the task switched from nursing in hive to foraging in the field approximate 18 days after the eclosion and emergence of new workers [6], [7]. The HGs are a pair of exocrine glands that are symmetrically coiled in the front of the head and consist of approximately1000 oval lobules or acini attached to an axial duct. The apiculture product royal jelly (RJ) is secreted from the HGs. Tables S1 and S2 in Document S1 list the components of fresh RJ, which is a complex mixture of different nutritional ingredients synthesized and produced by the HGs in young nurse bees as food of the larvae and adult queen [8]. As a rich concentrated food, RJ is also marketed as a dietary supplement for humans. The various health benefits associated with RJ have been attributed to its remarkable concentrations of proteins, lipids, carbohydrates, vitamins, enzymes, trace mineral substances, and specific vital factors that act as biocatalysts in cell regeneration in the human body as well as in bees. Because its action seems to be systemic rather than occurring via specific biological process, RJ has been recommended for a variety of purposes.

The overall composition of RJ is 67% water; 12.5% crude protein, including small amounts of different amino acids; 11% simple sugars (monosaccharides); and (5%) fatty acids. It also contains trace minerals, enzymes, antibacterial, antibiotic components, and trace amounts of the following vitamins: B1, B2, B6, C, E, [9] niacin (B3), pantothenic acid (B5), biotin (B7), inositol (B8), and folic acid (B9) [10].

The honey bee *Apis mellifera* is an ideal model organism for investigating particular biological phenomena and characteristics, molecular mechanisms and evolution of social behavior [11], [12]. Honey bee studies may, therefore provide insight into related mechanisms in other organisms [13]. The recent publication of the complete *Apis mellifera* genome sequence [14] has provided a foundational resource that is critical for the rapidly growing field of comparative genomics and will accelerate the identification and characterization of genes that modulate behaviors and development [15]. Previous studies have demonstrated that to some extent, the roles of worker bees are flexible, depending on various conditions such as colony demography [7], [16], nutritional status [17], [18], colony conditions [19] and season 20,21. An analysis of differentially expressed genes (DEGs) in the HGs of workers revealed that a buffy homolog and MMP1 (matrix metalloproteinase 1) were differentially expressed in nurse bees and forager, with the tissue-preferential expression reflecting the age-dependent behavioral change in nursing and the later transition to foraging [22]. Ohashi K. et al demonstrated that a 64-kDa protein, RJP57-1, was expressed specifically in the nurse-bee HGs, whereas a 56-kDa protein was expressed in both the nurse-bee and forager-bee [23]. Protein profiling of HGs at different developmental phases were screened by two dimensional electrophoresis methods, and analyzed through network approach to build up 35 key node proteins in the biochemical networks of the HG [24]. However, the secretions produced by the HGs depend on the need [25], such as the RJ components, α-glucosidase [23], glucosidase oxidase [26], galactosidase [27], esterase, lipase and leucine arylamidase [25], [28]were secreted according to the development for the adaptability and preparation for the task switching.

Although improved genetic stocks and good management techniques are the most prominent approaches for increasing the yields of RJ, the molecular mechanisms that underlie HGs development and RJ secretion are not well characterized yet. To investigate the causal relationship between HGs development and RJ secretion, morphological analysis and RNA-seq of HGs dissected from honey bees at different ages were performed. Considerable variations in gene expression were associated with development and metabolism. Thus, a subset of related genes may influence changes in HG development and morphology with age.

## Materials and Methods

### 2.1 Sample Collection

Full-sister honey bees (*Apis mellifera carnica* Pollmann) from the apiaries of Yangzhou University were used throughout the experiment. More than 10 sexually mature virgin queens were artificially fertilized with sperm collected from an isolated, sexually mature drone using an artificial insemination instrument (Apiculture Science Institute of Jilin Province, China) to minimize noise in the genetic background. The best colony in terms of health and fertility was selected for the experiments. Worker bees were marked with paint on the thorax when emerging from the cells. A total of 60 of the marked workers were collected on days 3, 6, 9, 12, and 16 in June 2012. The HGs were dissected for various analyses using a binocular stereomicroscope immediately after anesthetization on ice. Thirty HG heads from each group were infiltrated in 2.5% glutaraldehyde for morphological analysis, and another 30 HGs were frozen in liquid nitrogen for RNA-seq.

### 2.2 RNA Extraction, Library Preparation, and Sequencing

Total RNA was extracted from the HGs of the samples (each pooled from 30 honey bees) using TRIzol reagent (Invitrogen, USA). A Qubit fluorometer (Invitrogen, USA) and an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., USA) were used to determine the quality and quantity of the RNA [29]. The mRNA was enriched using oligo (dT) magnetic beads, then fragmented into short fragments (approximately 200–700 nt) using fragmentation buffer (Invitrogen, USA). For first-strand cDNA synthesis, the mRNA fragments were used as the template and a random hexamer primer was used according to the manufacturer’s instructions. Following second strand synthesis, the double-stranded cDNA product was purified using the QiaQuick PCR extraction kit (Qiagen, USA) and eluted with EB buffer for end repair and poly(A) addition. Finally, sequencing adapters were ligated to the fragments and the fragments were purified by agarose gel electrophoresis (AGE) and enriched by PCR amplification. The library products were sequenced using the Illumina HiSeq™ 2000 system.

### 2.3 Acquisition of the Raw Data and Statistical Analysis

The original sequence data, or raw data reads, were saved as a FASTQ file, which included the detailed read sequences and quality information. FastQC was used for quality control analysis and to filter out “dirty” raw reads (Figure S1), such as reads with adapters, reads with more than 10% unknown bases, and low quality reads, which were defined as reads having more than 50% bases with a quality value≤5. The clean reads obtained were used for subsequent analyses.

The clean reads were mapped to reference sequences using the SOAP2 alignment algorithm, with a tolerance of no more than two mismatches. The sequencing saturation (Figure S2), distribution of reads (Figure S3), and coverage (Figure S4) were used to assess quality. The unigenes were aligned and mapped to the DFCI Honey Bee Gene Index database, which includes 25007 unigenes, as well to reseq, mRNA, and EST data in GenBank. The reported sequencing data has been approved and assigned to a public data repository (GEO accession number: GSE47136).

### 2.4 Functional Analysis of DEGs

The level of gene expression was calculated as RPKM (reads per kilo base transcriptome per million mapped reads) [30]. This method eliminates the influence of different gene lengths and sequencing discrepancies on the calculation of gene expression and can therefore be used to directly compare DEGs among samples. DEGs were identified using an FDR≤0.001 (false discovery rate no greater than 0.001) [31] and an absolute value of log_2_Ratio≥1 (two-fold change) as the significance thresholds for DGEs. More stringent criteria, with a smaller FDR or greater fold-change value, were used for subsequent analyses.

Expression pattern analysis, Gene Ontology analysis, and pathway enrichment analysis were performed to investigate functional enrichment among up- or down-regulated genes using the DFCI Honey Bee Gene Index database, Cluster, AmiGO, and the KEGG database.

Because genes with similar expression patterns are functionally correlated, Cluster and Java Treeview software were used to perform cluster analysis of the gene expression patterns. DEGs among the samples were submitted to the Gene Ontology website for GO enrichment analysis and functional annotation. This analysis identified the GO terms that were significantly represented among the DEGs, and the genes were divided into three categories corresponding to the three domains covered by the ontology analysis: cellular component, molecular function, and biological process. The Bonferroni correction was used to adjust the p-values, and a p-value of 0.05 was used as the threshold. GO terms satisfying this condition were defined as significantly enriched GO terms among the DEGs. Because genes usually interact with each other in certain biological functions and to better understand the relationship and functions of the identified genes, the DEGs were submitted to the KEGG database for pathway enrichment analysis. This analysis identifies potentially affected pathways, such as the metabolic pathway or the signal transduction pathway, in the context of the whole genome background. Pathways with a Qvalue≤0.05 were considered significantly enriched, and the hyperlinks provided were used to access the detailed information in the KEGG database.

### 2.5 Validation of RNA-seq Data with qRT-PCR

To verify the data obtained by RNA-seq, qRT-PCR was performed in triplicate using SYBR Green (TaKaRa, Japan) and the ABI 7500 SDS system (Applied Biosystems, USA). Normalization against the initial total RNA concentration was performed using an Agilent 2100 Bioanalyzer for the reverse transcription step (Fermentas, Canada) and to synthesize the first cDNA strand for the control reactions. Gene-specific primers (GSPs, File S1) were designed using Primer-BLAST online and Oligo 7 software, ensuring that the primer pairs flanked an exon-exon boundary to allow differentiation of fragments amplified from genomic DNA. As one of the most stably expressed genes in various honey bee tissues and throughout different developmental stages, *β-actin* (406122) was selected as the endogenous reference gene to correct for sample variation in RT-PCR efficiency and errors in sample quantification [32].

PCR was first performed to verify the reliability of the GSPs when cDNA was used as the template, and the PCR conditions were optimized accordingly. A 10-fold dilution series of cDNA was used to construct a standard curve for the PCR efficiency (E: 0.8–1.2) and repeatability (R^2^≥0.98) (empirically). The qRT-PCR reactions (20 µl) were performed in 8-strip tubes (Axygen, USA)containing: 10 µl SYBR premix Ex Taq II (DRR082A, TaKaRa), 0.4 µl ROX II, 8 µM each primerand 1 µlcDNA. The qRT-PCR conditions were as follows: an initial step at 95°C (30 s), 40 cycles of 95°C (5 s) and 60°C (34 s) and an additional dissociation stage. A 9600 emulation run mode was used. No-template controls (NTCs) were performed along with each reaction. The data were collected at the 60°C (34 s) step.

The qRT-PCR data were expressed relative to the expression of *β-actin* using the 2^−ΔΔCt^ method, an independent-sample t-test available in SPSS software (Version 16.0, SPSS Inc.). A *p*-value of 0.01 was used to determine statistical significance [32].

## Results and Discussion

### 3.1 Morphological Development of HGs

Previous estimates of HG activity [33], [34] primarily relied on morphology and/or acinar size, with the implicit assumption that larger size corresponds to higher activity and the diameter reflects the amount of production thus giving an indication of gland activity [35], except in broodless bees, such as winter bees or bees in a swarm [36], [37], which typically have a low protein synthesis rate in the HGs [38], [39].

Previous studies indicated the existence of the honey bee brood that activates HGs protein synthesis in nurse bees, the secretions produced by the HGs depend on the needs of the hive [25]. However, the signal for worker bees turning into foragers is a deficit of work within the hive because the degeneration of the HGs [40], correspondingly HGs cell apoptosis [6], decreased rough endoplasmic reticulum and suppressed protein synthesis rates [41]. In these studies, an *in vitro* bioassay was used to measure protein synthesis in the glands of bees reared under treatment conditions; the colonies were divided into brood-right and broodless portions with single or double screens. The worker bees responded to the signal only if they had direct access to the brood. Regression analysis revealed a quadratic relationship between total protein content and the synthesizing activity of the HGs indicating that both undeveloped and fully developed HGs had less actively synthesizing protein than glands of intermediate sizes [42].

Ultrastructural changes in HGs cells have previously been described in the imaginal development of worker bees (*Apis mellifera* L.) [43], [44]. When the rates of protein synthesis were measured in nurse bees, low protein production was observed in foragers along with changes in the rough endoplasmic reticulum; in other words, protein production increased immediately after emergence, reached a maximum during the nursing phase (i.e. nurse bees), then decreased in field bees (i.e. foragers).

HGs reach maturation at 9 days, then subsequently shrink [45], [46]. Days 6 to 12 correspond to the peak interval of RJ secretion and the time during which the worker bees take care of the queen and her larvae [24]. In the present study, the workers were collected 3, 6, 9, 12, and 16 days after emergence by the experimental design. The diameters of the acini were used to assess morphology by one-way ANOVA in SPSS 16, and the values at 9 days were significantly greater than the values on other days (Figure S5, Table S3 in Document S1).

### 3.2 RNA-seq and Analysis of the Raw Data

To better understand the dynamic process of HG development, 30 HGs were pooled for each sample and homogenized for RNA isolation. 

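The hypopharyngeal glands (HGs) of worker bees make the protein of royal jelly (RJ). Glands of 30 bees were pooled at each of 5 ages (days 3, 6, 9, 12 and 16 after emergence), and 1 RNA-seq library was sequenced per age, so no difference between ages has a replicate check. The 35 unigenes that the paper or its annotation names as royal jelly proteins, with most of their reads in TC24109 (mrjp2) and TC13222 (mrjp7), took 2.74% of the unique reads on day 3, 5.85% on day 6, 13.8% on day 9, 14.4% on day 12 and 6.60% on day 16. Abundant unigenes without a name, such as TC22404, are not in this share. The authors mapped the clean reads with SOAP2, allowing at most 2 mismatches, to the unigenes of the DFCI Honey Bee Gene Index. They deposited, for each unigene with a read, the number of reads that match it alone (unique reads), the RPKM made from them and the part of the unigene they cover. The unique reads came to 1697792 on day 3, 1518649 on day 6, 1207515 on day 9, 1344138 on day 12 and 1815654 on day 16. These are 47.5%, 42.6%, 34.0%, 38.1% and 50.2% of the clean reads the paper gives, and the values used here rest on the unique reads alone. Reads matching more than 1 position made up a further 25.3%, 36.7%, 51.6%, 47.4% and 30.9% of the clean reads. Close copies within a gene family, such as the major royal jelly proteins (MRJPs), are therefore counted only from the reads that tell them apart. The RNA integrity numbers given by the paper were 8.1, 9.4, 8.3, 7.7 and 7.6 in the order of age. The expression of a unigene at 2 ages was compared as the log2 ratio of the deposited RPKM, with a 95% exact (Clopper-Pearson) interval that covers counting error only. A unigene was called a differentially expressed gene (DEG) at the paper's thresholds, an FDR of at most 0.001 and an absolute log2 ratio of at least 1, in Audic and Claverie's test on the reads of the 2 libraries. That test was chosen here, and it compares those libraries, not the ages. The median log2 ratio to day 3 of the 15538 unigenes with at least 10 reads was -0.20 on day 6, -0.47 on day 9, -0.65 on day 12 and -0.50 on day 16. Scaling the libraries by TMM instead of the total of unique reads raises these medians by 0.15, 0.39, 0.59 and 0.46, and gene groups are therefore reported relative to the median of the unigenes they were drawn from. Gene lists and most gene names come from the authors' annotation, which covers the 7628 unigenes with an RPKM under 10 on day 3, so these lists hold unigenes that were low on day 3 and could be called lower only with difficulty.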

A total of five Solexa cDNA libraries were constructed for deep sequencing analysis, and the statistics for each of the five samples are summarized in Table 1 (see Table S4 in Document S1 and Figure S6 for further details).

**Table 1:** Sample statistics.

Sample ID	1	2	3	4	5
**Age (Day)**	3	6	9	12	16
**Total RNA (µg)**	27.72	30.04	69.35	59.66	67.5
**RIN** *	8.1	9.4	8.3	7.7	7.6
**Clean Reads (%)**	3573941, 99.39%	3562730, 9.46%	3551541, 99.54%	3524453, 99.50%	3615558, 99.36%
**Unique Matched Genes** **	18378 (73.49%)	17785 (71.12%)	17065 (68.24%)	17105 (68.40%)	17995 (71.96%)
**Unigene_all** ***	20522 (100%)				

* Agilent Bioanalyzer 2100 RNA integrity number.

** The total unigene number in the DFCI Honey Bee Gene Index database is 25007; http://compbio.dfci.harvard.edu/cgi-bin/tgi/gimain.pl?gudb=honeybee.

*** The unique matched genes from all five samples cover the DFCI database completely.

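The unigene with the most reads on days 3 to 12 was TC24109, the paper's mrjp2, which encodes a main protein of RJ: it took 2.53% of the unique reads on day 3, 5.39% on day 6, 12.4% on day 9 and 12.9% on day 12. On day 16, TC20807, which carries no gene name in the paper or its annotation, took 6.85% and TC24109 took 6.00%. The 10 unigenes with the highest RPKM of each library together held 10.9%, 16.8%, 26.9%, 31.3% and 25.0% of its unique reads. Over the 5 libraries, 20522 unigenes had at least 1 unique read, of which 14792 were read at every age and 1603 at 1 age only. The number read was 18378 on day 3, 17785 on day 6, 17065 on day 9, 17105 on day 12 and 17995 on day 16. Unigenes read at 1 age only had few reads: on day 3 there were 471 of them with at most 10 reads each, on day 9 there were 202 with at most 2, and on day 16 there were 369 with at most 8. Absence at an age is therefore not detectable at this depth for such unigenes.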

### 3.3 Expression Level Analysis

The gene expression levels were classified into eight grades according to their RPKM and set criteria to identify low-, moderate- and high-expression genes by experience (Figure 1 and Table S5 in Document S1). Considering the proportion of low-expression genes identified in samples 1 and 5 relative to the other samples, high-throughput Solexa sequencing permits the discovery of a wide range of transcriptomes and also provides a far more precise measurement of transcript levels [47].

**Figure 1:**
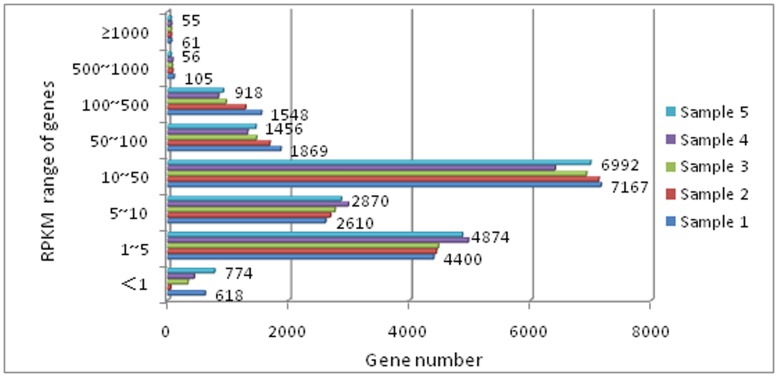
Abundance distribution of unigenes. The expression level ranges are as follows: [0, 10): low-expression genes; [10, 500): moderate-expression genes; and [500, ∞): high-expression genes. Large differences in abundance were observed for samples 1 and 5.

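Low-expression unigenes (RPKM under 10) numbered 7628 on day 3, 7541 on day 6, 7574 on day 9, 8395 on day 12 and 8518 on day 16, or 41.5%, 42.4%, 44.4%, 49.1% and 47.3% of the unigenes read at that age. Moderate-expression unigenes (RPKM from 10 to under 500) numbered 10584, 10103, 9356, 8568 and 9366 over the same ages. High-expression unigenes (RPKM of 500 or more), the class that holds TC24109 (mrjp2), numbered 166, 141, 135, 142 and 111. The count of the low class rests largely on unigenes with few reads: among unigenes with at least 10 reads in the library, 1312, 1177, 1079, 1484 and 1690 were in it.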

Correlation analysis of technical replicates was used to evaluate the reliability and reproducibility of the experimental results, along with operational stability (Figure S7) as a strict formula of quality control.

### 3.4 Screening and Functional Analysis of DEGs

#### 3.4.1 DEGs common among the samples

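Unigenes lower than on day 3 outnumbered those higher on days 9, 12 and 16, while on day 6 those higher were more numerous. On day 6, 111 unigenes were higher than on day 3 and 56 were lower. On day 9, 243 were higher and 1208 lower, on day 12, 347 and 2411, and on day 16, 491 and 1932. Among the higher unigenes of day 9 were TC13781, matching laccase 2, an enzyme that hardens cuticle, at a log2 ratio of 4.52 (95% interval 3.93 to 5.16), and NP9552306, matching a mitochondrial alpha-aminoadipate aminotransferase, an enzyme of lysine breakdown, at 4.77 (3.50 to 6.42). Among the lower unigenes of day 12 were NP9550987, matching the cadherin dachsous, at -2.28 (-3.17 to -1.48), and NP9551534, matching the cell adhesion protein Dscam, at -2.13 (-3.11 to -1.27). Day 12 against day 6 gave 224 higher and 1210 lower, and day 16 against day 9 gave 291 higher and 274 lower. In the remaining comparisons, 71 were higher and 151 lower on day 9 against day 6, 368 and 705 on day 16 against day 6, 146 and 267 on day 12 against day 9, and 442 and 142 on day 16 against day 12. A unigene was a DEG in at least 1 of the 10 comparisons in 4007 cases, and in at least 1 of the 4 comparisons with day 3 in 3637 cases. The split by direction depends on the scaling: the higher share of the DEGs on days 6, 9, 12 and 16 against day 3 was 66.5%, 16.7%, 12.6% and 20.3% with the total of unique reads and 87.4%, 52.6%, 46.0% and 52.4% with TMM. Against day 6 the higher share went from 32.0% to 68.0% on day 9, from 15.6% to 54.3% on day 12 and from 34.3% to 68.3% on day 16. In day 12 against day 9 it went from 35.4% to 63.7%, and in day 16 against day 12 from 75.7% to 57.9%. With a coefficient of variation of 0.2 assumed between replicate libraries, 0 unigenes are called on day 6 and 76, 508 and 343 on days 9, 12 and 16 against day 3.

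**Figure D1:**
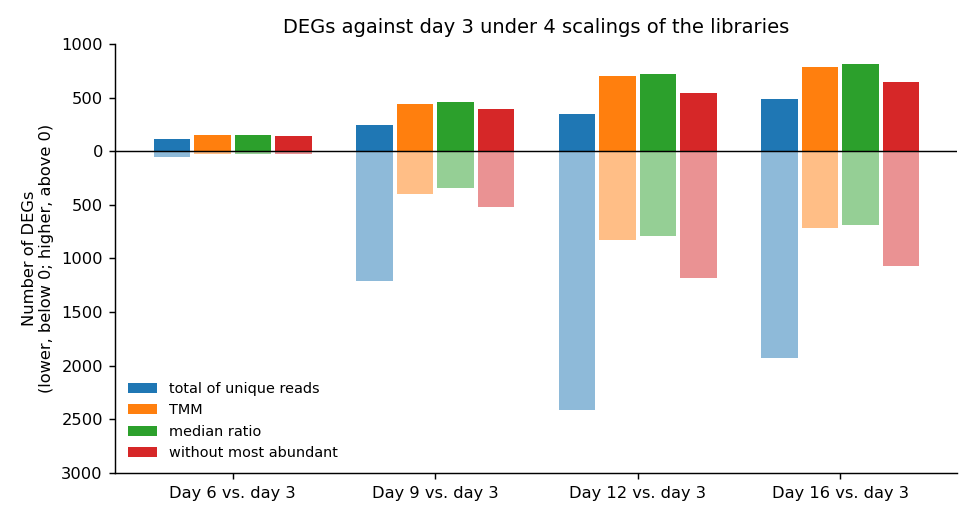
Number of DEGs in the comparisons (x axis) under 4 scalings of the libraries, with bars above 0 for unigenes higher and bars below 0 for unigenes lower at the later age. On day 12 against day 3 the lower bar reaches 2411 with the total of unique reads and 825 with TMM.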

Pairwise comparisons of the five samples were used to identify 3658DEGs (Figure 2). Sample 1 was used as the baseline for reducing the background noise corresponding to genes unrelated to HGs secretion, and the other samples were compared to sample 1 to identify the filtered DEGs. 

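In all 4 comparisons with day 3, 103 unigenes were DEGs (2.83% of the 3637), 62 of them higher and 41 lower each time. The higher ones include NP9550883, matching the muscle M-line protein unc-89, at a log2 ratio of 2.05 (1.75 to 2.37) on day 6 and 3.47 (3.19 to 3.76) on day 16, and TC12392, matching the cytochrome P450 6AS5, at 1.86 (1.12 to 2.66) and 3.60 (2.94 to 4.33). Among the lower ones is TC14045, at -2.22 (-2.51 to -1.95) on day 6 and -6.33 (-7.47 to -5.40) on day 16. Independent lists of these sizes, drawn from all 20522 unigenes, would share 0.000532 higher and 0.0365 lower unigenes. The 4 lists are not independent, since they share the day 3 library, and many unigenes have too few reads to be called. A larger overlap than this figure therefore says little. In 100 simulations of unchanged libraries set against the day 3 library, the mean overlap was 0.0 in each direction. Such libraries give almost no calls (a mean of at most 0.01 per comparison), so this does not show how much of the overlap comes from the day 3 library that the 4 comparisons share. A unigene was called in 1 comparison only in 9 cases on day 6, 115 on day 9, 920 on day 12 and 646 on day 16. With TMM, 109 unigenes were higher and 9 lower in all 4 comparisons. With the assumed coefficient of variation of 0.2, 0 were shared.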

The Venn diagram in Figure 3 shows the specifically expressed genes and the 108 shared DEGs (2.95%) (Figure S8); the 44 annotated DEGs (41%) are also noted.

**Figure 2:**
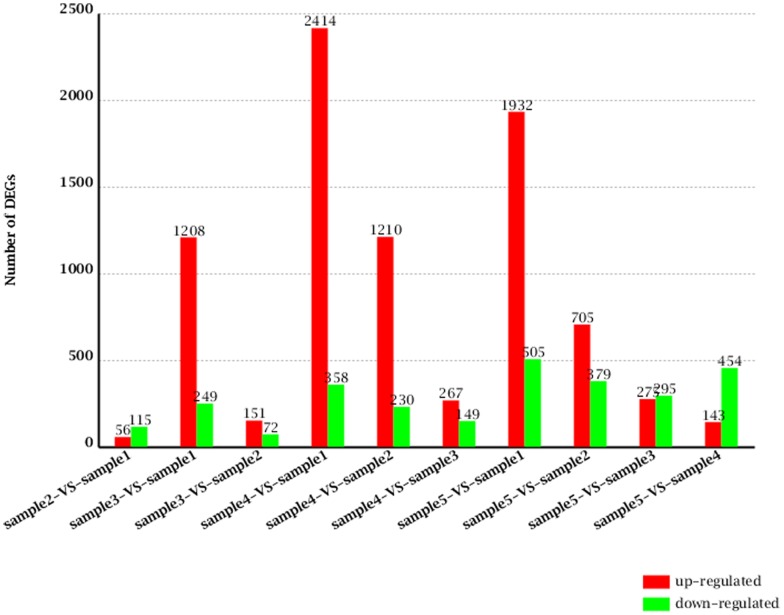
Up- and down-regulated DEGs in HGs. The x-axis indicates the pairwise comparisons of the five samples. The y-axis indicates the number of DEGs. Red represents up-regulated and green represents down-regulated.

**Figure 3:**
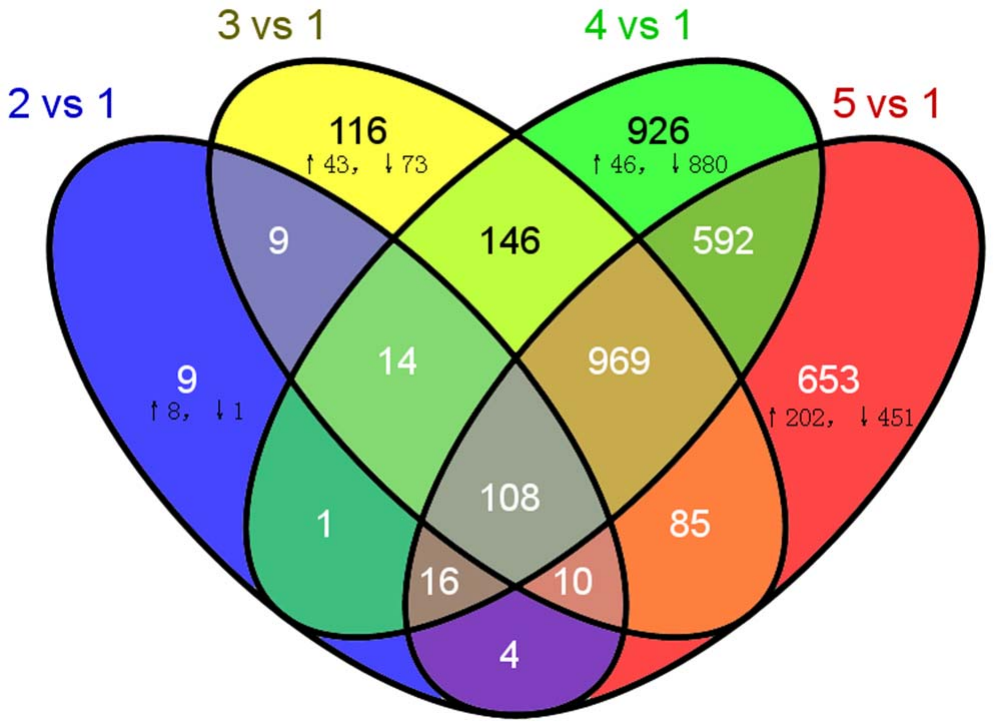
Venn analysis of the DEGs. The number of DEGs in the five samples named 2 vs. 1, 3vs. 1, 4vs. 1, and 5vs. 1. Numbers stands for genes expressed in each class. Up- and down- arrow represents the up and down regulated genes, respectively (FDR≤0.001).

According to the established HGs development and secretion model (an initial increase followed by a decrease, with a peak at day 9), two groups of DEGs (matched, M, and reversed, R) were identified (Figure 4A, 4B and Table S6 in Document S1). 

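The M group holds genes of muscle, among them titin, troponin, myosin and muscle-specific protein 20, together with mrjp2 and regucalcin. All 29 were higher than on day 3 on days 9, 12 and 16, and 28 also on day 6, the exception being troponin T (DB731917) with 28 reads on day 6 and 6 on day 3. Adjusted over the list alone, all 29 were higher on day 6 as well. The median log2 ratio of the group relative to all unigenes was 1.69 on day 6, 2.39 on day 9, 3.56 on day 12 and 3.06 on day 16. The RPKM was highest on day 12 in 28 of the 29 and on day 9 in 1, the mrjp2 unigene BP540149. From day 9 to day 12, 15 of the 29 were called higher and 0 lower, with a median log2 ratio of 1.05. In the R group, 23 of 24 unigenes were lower than on day 3 at all 4 later ages and 1, an ABC transporter G family member (TC15513), was higher at all 4. The relative medians of the whole R group were -0.96, -1.23, -1.38 and -1.19. The RPKM of R unigenes was lowest on day 12 in 18, on day 9 in 5 and on day 3 in 1, TC15513. The ionotropic glutamate receptor TC15827 fell from 338 reads on day 3 to 10 on day 12, a log2 ratio of -4.74 (-5.82 to -3.85). Both groups were chosen by the study on these libraries, so their counts are not independent evidence of a direction. With TMM 6 of the R unigenes were lower at all 4 ages, 8 on day 6 and 14 on day 9, and no M unigene was highest on day 9.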

There were 29 and 24 genes in the M and R groups, respectively.

**Figure 4:**
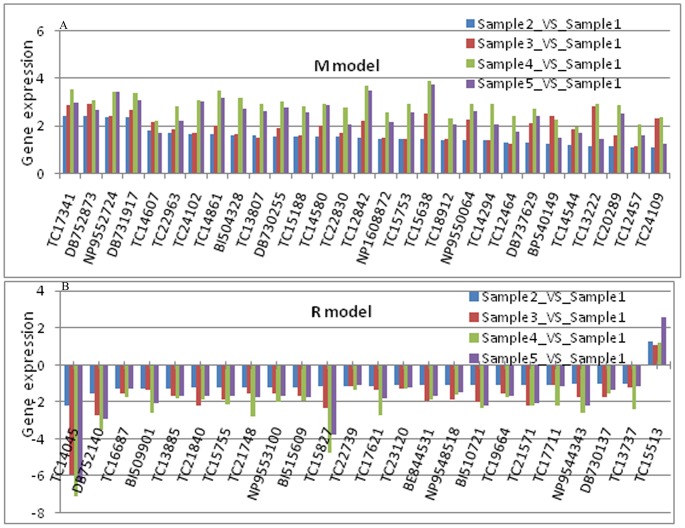
DEGs of the match model (M) and reverse model (R) in samples. Genes with their expression profiles showed in panel A (M) and B (R).

Expression profile analysis of genes related to the cytoskeleton, enzyme activity, organelles, membranes, signaling and ion channels was performed using enrichment analysis for titin, troponin T, myosin, Muscle-specific protein 20, regucalcin and Sodium/potassium-transporting ATPase subunit alpha. Most of these genes were up-regulated by more than 5-fold on days 9 and 12, indicating the relationship between gene function and cell morphology. 

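Of 11 M unigenes for titin, troponin, myosin, muscle-specific protein 20 and regucalcin, 2 were more than 5-fold above day 3 on day 9, 9 on day 12 and 6 on day 16. The RPKM of all 11 was highest on day 12. Muscle-specific protein 20 (TC12842), an actin-binding protein, reached a log2 ratio of 3.66 (3.24 to 4.12) on day 12 from 48 reads on day 3 and 482 on day 12. Myosin heavy chain (TC22963), the motor of the thick filament, was at 1.86 (1.36 to 2.39) on day 9 and 2.84 (2.38 to 3.33) on day 12, and the myosin regulatory light chain 2 (TC15188) at 1.62 (1.43 to 1.81) and 2.82 (2.65 to 3.00). Regucalcin (TC14544), a calcium-binding protein, was at 1.84 (1.72 to 1.96) and 1.98 (1.86 to 2.10). In the whole M group 4, 7, 24 and 17 of 29 unigenes were more than 5-fold higher on days 6, 9, 12 and 16, and with TMM the count on day 9 was 14. The 34 members of a list of sarcomere and muscle genes, fixed before the data were examined, had a median log2 ratio relative to the annotated unigenes of 1.27 on day 6, 1.57 on day 9, 2.12 (0.84 to 3.28) on day 12 and 2.63 on day 16. These medians lay at percentiles 100, 99.98, 100 and 100 of 10000 random lists matched on mean expression. Of the members 3, 6, 12 and 14 were higher, 0 was lower, and adjusted over the list alone 4, 7, 13 and 14 were higher. A list of neuron genes, 1 of 6 marker lists for other tissues, had relative medians of -0.07, -0.35, -0.52 and -0.46 over its 40 measured members, and of -0.30 on day 9 and -0.40 on day 12 with members that have no read at an age set to the floor of 3 reads. The lists of antenna and fat body genes were at 0.60 and 0.42 on day 16.

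**Figure D2:**
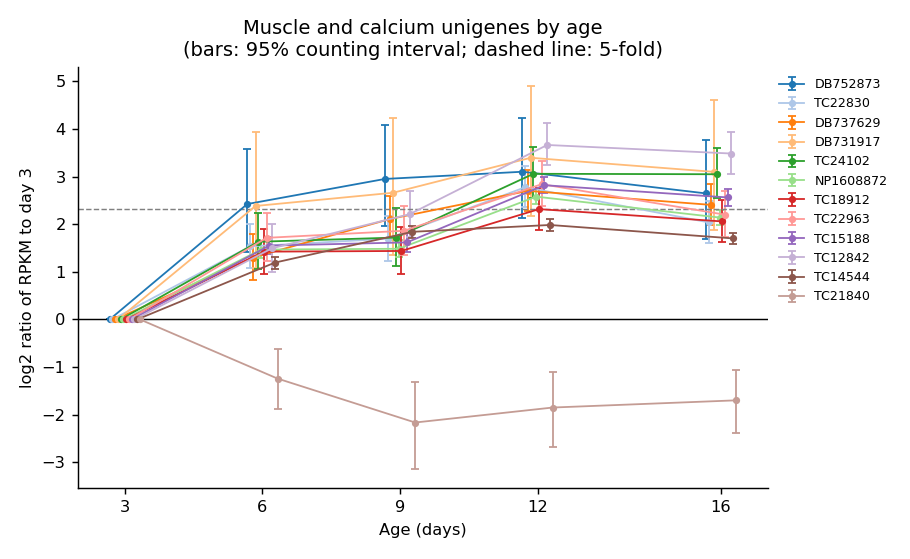
Log2 ratio of RPKM to day 3 (y axis) against age in days (x axis) for 11 unigenes of muscle and calcium binding and for a sodium/potassium ATPase (TC21840), with bars for the 95% counting interval and a dashed line at 5-fold. The 11 lie above 0 and are highest on day 12, and TC21840 lies below 0, at -2.17 on day 9.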

A total of 9 DEGs (DB752873, TC22830, DB737629, DB731917, TC24102, NP1608872, TC18912, BE844531, and TC14544) were selected for further discussion.

Regucalcin (TC14544) has been shown to play a multifunctional role in many cell types as a regulatory protein. It plays a critical role in the intracellular signaling system that maintains intracellular Ca^2+^ homeostasis in the plasma membrane, endoplasmic reticulum, and mitochondria of many cells. This regulation has a reversible effect on Ca^2+^-induced activation, the inhibition of many enzymes [48], and the musculation of acini.

Titin and troponin are both regulated by the calcium concentration in cells. Titin (DB752873, TC22830, DB737629) is a very large protein encoded by the TTN gene [49] and is important for the contraction of striated muscle tissues. Titin is also involved in various physiological processes that underlie the passive elasticity of muscle. 

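The paper names DB752873, TC22830 and DB737629 as titin, the elastic protein that spans the muscle sarcomere. All were higher than on day 3 at each later age. DB752873 was at a log2 ratio of 2.42 (1.42 to 3.57) on day 6, 2.95 (1.96 to 4.09) on day 9, 3.10 (2.14 to 4.23) on day 12 and 2.65 (1.68 to 3.77) on day 16, from 10, 48, 55, 68 and 67 reads. TC22830 was at 1.53 (1.08 to 2.01), 1.70 (1.23 to 2.17), 2.78 (2.36 to 3.22) and 2.04 (1.61 to 2.48). DB737629 was at 1.30 (0.83 to 1.79), 2.11 (1.66 to 2.58), 2.70 (2.28 to 3.15) and 2.41 (1.98 to 2.85). None of these was called in either direction on day 16 against day 9. Another unigene matching titin, NP9553226, chosen by the number of its reads, had its highest value on day 16, at 3.85 (3.30 to 4.44) against day 3 and 1.39 (1.09 to 1.70) against day 9.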

The expression profile of titin was found to be consistent among the different samples and to correspond with HG development and activity. Protein transport and secretion are dependent on the musculation of acini; accordingly, an up-regulation of gene expression was observed in the yield stage and was followed by a decrease in gene expression. Troponin (DB731917, TC24102, NP1608872, TC18912) is a complex of three regulatory proteins (troponin C, troponin I, and troponin T) that are important for muscle contraction, which is dependent on the intracellular calcium concentration.

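Troponin T and troponin I, the subunits that tie the troponin complex to tropomyosin and to actin, were higher than on day 3 on days 9, 12 and 16. Troponin I (TC24102) was at a log2 ratio of 1.72 (1.13 to 2.33) on day 9, 3.06 (2.54 to 3.62) on day 12 and 3.05 (2.54 to 3.60) on day 16, and was the member called higher on day 16 than on day 9, at 1.33 (0.97 to 1.70). Troponin T (NP1608872) was at 1.48 (1.30 to 1.67), 2.58 (2.42 to 2.74) and 2.14 (1.98 to 2.30), and TC18912, also troponin T, at 1.44 (0.96 to 1.94), 2.32 (1.88 to 2.77) and 2.06 (1.63 to 2.51). DB731917 had 27 reads on day 9, 50 on day 12 and 55 on day 16, with log2 ratios of 2.66 (1.36 to 4.23), 3.40 (2.17 to 4.91) and 3.10 (1.89 to 4.61). On day 6 it was at 2.38 (1.08 to 3.95) and not called with the total of unique reads, but called with TMM. Tropomyosin-1 (TC13807), which troponin holds on the thin filament, was at 2.90 (2.72 to 3.09) on day 12, and paramyosin (TC14580) at 2.95 (2.83 to 3.07).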

Sodium/potassium-transporting ATPase subunit beta-2-like (BE844531) is an integral membrane protein that is responsible for establishing and maintaining the electrochemical gradients of Na^+^ and K^+^ ions across the plasma membrane. These gradients are essential for osmoregulation, sodium-coupled transport of a variety of organic and inorganic molecules, and the electrical excitability of nerves and muscles. 

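BE844531, which the paper names a sodium/potassium ATPase, fell from 283 reads on day 3 to 117 on day 6, 53 on day 9, 62 on day 12 and 95 on day 16. Its log2 ratios to day 3 were -1.11 (-1.44 to -0.80), -1.93 (-2.38 to -1.50), -1.85 (-2.27 to -1.45) and -1.67 (-2.02 to -1.33). Another unigene of this ion pump, TC21840, was at -1.24 (-1.89 to -0.63) on day 6 and -1.70 (-2.38 to -1.06) on day 16. Neither was called on day 16 against day 9. With TMM the day 6 value of BE844531 is -0.96 and no longer called, and TC21840 is not called on days 6 and 12.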

ATP hydrolysis drives the transport process and provides energy for cells.

Several methods for the identification of DEGs in honey bee have been reported. These methods include sequencing of cDNA libraries, suppression subtractive hybridization, Solexa/Illumina digital gene expression tag profiling [50] and high-throughput RNA-seq [51]. Proteomic analysis of HGs development previously identified differentially expressed proteins on different days of emergence and demonstrated that major royal jelly proteins (MRJPs/Yellow) and other key node proteins were compelling candidates for parsing the relationship between proteins and eusocial behavior in development [24].

The MRJPs gene family encodes a group of closely related proteins that share a common evolutionary origin with the duplication of Yellow protein [52] of *Drosophila melanogaster* and constitute approximately 90% of all RJ proteins [24], [53]–[56]. The MRJPs are the most abundant form of the identified proteins, increasing from 8.7% to 46.8% from day 1 to day 20 [24], and appear to have evolved a novel nutritional function in the honey bee. Royalactin is derived from the monomeric glycoprotein (57-kDa) MRJP1 [57], which has been identified as the key protein that triggers caste differentiation through an EGFR-mediated signaling pathway and produces female dimorphism in the colony (in the bee and fruit fly) [58]. The orthologous MRJP protein subfamily and Yellow protein family may have coincided with the evolution of honey bee eusociality [59]. To our knowledge, there are no secretory proteins in the HGs of workers at the emerging stage, which is consistent with an endogenous role of MRJPs in HGs.

#### 3.4.2 Specific DEGs in samples

In the present study, many DEGs with distinct expression patterns in each of the samples were identified (Figure 4). These include Ribosome biogenesis protein BOP1 (TC17720) and β-dehydrogenase (TC14601), which were expressed on day 6; *MRJP1*, *3*, and *4* (TC17816, TC22893, TC12751) and *yellow-e2* and *3* (BI514641, TC14541, DB739842), which were expressed only on day 9 in a manner consistent with the proteomic analysis of HGs [24] validating that MRJPs should be the main contents of the RJ. 

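Of the 26 measured members of a list of royal jelly proteins, 7 were higher on day 9 than on day 3, 0 on day 6, 3 on day 12 and 1 on day 16, and none was lower. The counts are the same when adjusted over the list alone. The list's median log2 ratio relative to the annotated unigenes was 0.70 on day 6, 2.17 (1.89 to 2.61) on day 9, 2.04 (1.10 to 2.58) on day 12 and 0.56 on day 16, at percentiles 99.7, 100, 100 and 84.5 of the random lists. Set against day 9, day 16 gave a median of -1.88 (-2.84 to -0.28; -1.74 with members without a read at the floor of 3 reads), with 6 members lower (7 when adjusted over the list alone) and 1 higher. MRJP1 (TC17816) had 6, 7, 24, 14 and 11 reads in the order of age, a log2 ratio of 2.49 (1.16 to 4.07) on day 9. MRJP3 (TC22893) had 2, 9, 19, 9 and 4 reads, 3.74 (1.69 to 6.89) on day 9, and TC12751, given by the paper as MRJP4, had 11, 28, 45, 16 and 3 reads, 2.52 (1.55 to 3.62) on day 9. None of these 3 was called on day 6, 12 or 16 against day 3. Of the yellow genes, relatives of the MRJPs, TC14541 had 23, 29, 99, 25 and 7 reads, 2.60 (1.93 to 3.32) on day 9. DB739842 had 0 reads on day 3 and 23 on day 9, 10.8-fold higher against a floor of 3 reads. BI514641 had 11 reads on day 9 and 0 on day 3, 5.16-fold higher against that floor, which was not called with the total of unique reads but was called with TMM. In the list of the yellow family, 0, 1, 2 and 1 of 6 measured members were higher on days 6, 9, 12 and 16, with relative medians of 0.49, 1.29, 1.62 and 0.88. BOP1 (TC17720), a ribosome biogenesis protein, rose on day 6 to 1.22 (0.63 to 1.82) and was not called at the other ages, and the dehydrogenase TC14601 rose on day 6 to 1.56 (0.77 to 2.40). The abundant MRJP unigenes lie outside both lists.

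**Figure D3:**
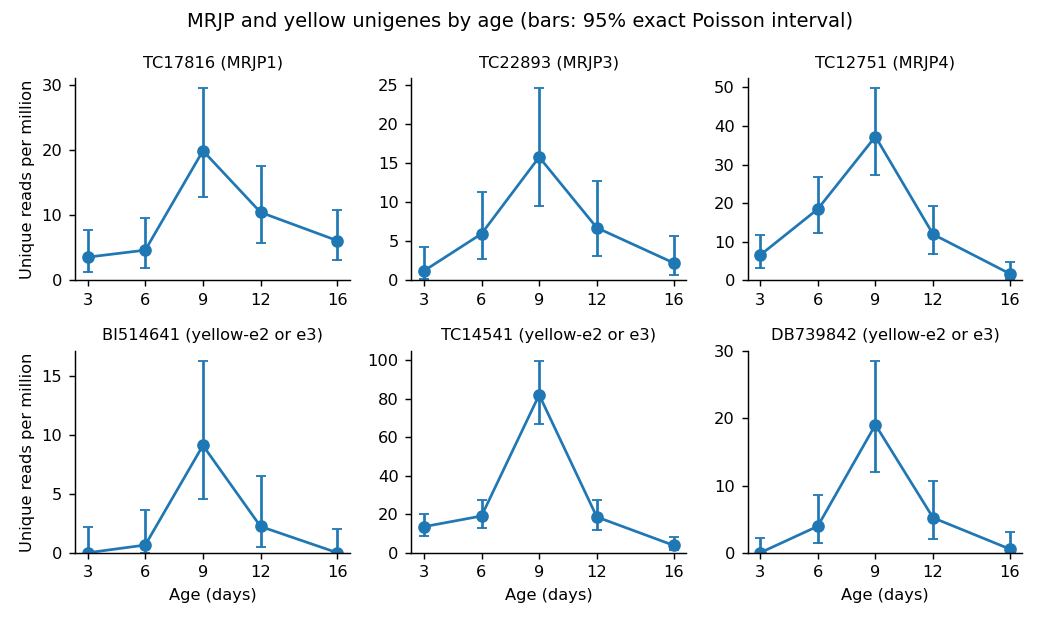
Unique reads scaled to the total of each library (y axis) against age in days (x axis) for TC17816, TC22893, TC12751, BI514641, TC14541 and DB739842, with bars for the 95% exact Poisson interval. Each is highest on day 9, where TC14541 has 99 reads and BI514641 has 11.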

Interestingly, major royal jelly protein 2 precursor gene (DB779314), a member of *MRJPs* family, was identified on day 3 with a tiny expression pattern, suggesting that the honeybees in early stage are likely to synthesize MRJPs, which played a certain role in biological function, such as nursing the brood and trigging the caste differentiation [51]. 

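The unigene DB779314 (MRJP2 precursor) had 1 read on day 3 and 0 at the other ages, which is within the 3 reads that a count of 0 allows. Other unigenes of the MRJPs were read in large numbers on day 3. TC24109 (mrjp2) had 42891 reads on day 3, 81904 on day 6, 150050 on day 9, 172920 on day 12 and 108872 on day 16, with log2 ratios to day 3 of 1.09 (1.08 to 1.11), 2.30 (2.28 to 2.31), 2.35 (2.33 to 2.36) and 1.25 (1.23 to 1.26). TC13222 (mrjp7) had 3067 reads on day 3 and was at 1.12 (1.06 to 1.19), 2.81 (2.75 to 2.86), 2.94 (2.89 to 3.00) and 1.48 (1.42 to 1.53). On day 16 against day 9, TC13222 was at -1.33 (-1.37 to -1.29) and TC24109 at -1.05 (-1.06 to -1.04), the latter no longer called with TMM, at -0.98.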

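BP539841, which the paper lists as glucose oxidase and phospholipase, had 272 reads on day 12 and 81 on day 3, a log2 ratio of 2.08 (1.72 to 2.46). The exonuclease TC15395 was at 2.08 (1.67 to 2.50) and glucocerebrosidase (TC19526), which splits glucosylceramide, at 2.24 (1.68 to 2.83). None of these 3 was called on day 6, 9 or 16 against day 3, although with TMM TC15395 and TC19526 were also called on day 9, at 1.04 and 1.53. Lower on day 12 were carboxypeptidase M (BI506661), with 16 reads on day 3 and 0 on day 12, 4.22-fold lower against a floor of 3 reads, and the activators of the Ras GTPase BI507785 at -2.47 (-4.18 to -1.11), NP9553760 at -2.03 (-2.75 to -1.38) and TC17753, 4.92-fold lower (3.15 to 8.01). With TMM neither BI506661 nor BI507785 was called.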

Glucose oxidase (BP539841) [60], [61], phospholipase (BP539841), exonuclease (TC15395), glucocerebrosidase (TC19526), carboxypeptidase M (BI506661) and RasGTPase activator (BI507785, NP9553760, TC17753) were expressed on day 12. In consideration of the slight role change as they age, worker bees deposit the nectar and pollen from returning field bees into cells, and maintain the colony with the ripened honey and the pollen [62]. Glucose dehydrogenase (NP9552746, TC21807), glucohydrolase (NP9553382), α-amylase (DB772014), α-glucosidase (TC19959) and *yellow-h* (TC12331) were expressed on day 16. 

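Glucose dehydrogenase, which oxidises glucose, rose on day 16: NP9552746 had 3, 5, 4, 11 and 45 reads in the order of age, a log2 ratio of 3.81 (2.17 to 6.14) to day 3, and TC21807 had 10, 8, 7, 16 and 44 reads, 2.04 (1.03 to 3.20). TC12331 (yellow-h) had 0 reads on days 3 and 6 and 21 on day 16, 6.55-fold higher than on day 3 against a floor of 3 reads. Of the 14 measured members of a list of carbohydrate enzymes of honey making, 5 were higher on day 16 than on day 3, against 0 on day 6, 1 on day 9 and 2 on day 12, and none was lower. Members with many reads were TC13216, matching a glucose dehydrogenase, at 3.64 (3.07 to 4.28) on day 16, and TC15077, matching another, at 3.15 (1.94 to 4.66). The list's median relative to the annotated unigenes was -0.24, -0.08, -0.12 and 0.18 on days 6, 9, 12 and 16, the last at percentile 80.7 of the random lists. Between days 9 and 16 the median was 0.66, at percentile 94.5, with 2 members called higher and 4 when adjusted over the list alone.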

Previous reports have demonstrated that α-glucosidase is the critical enzyme which is synthesized by HGs and converts nectar into honey for the forager [22], in parallel with glucose dehydrogenase [26], glucohydrolase, and α-amylaserelevant to carbohydrate-metabolizing enzymes that may have particular roles in the honey bee [63]. In this study, α-glucosidase was detected on day 16, suggesting the upcoming task switch from nursing to foraging. 

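The α-glucosidase unigene TC19959 had 3 reads on day 16 and 0 on days 3, 6, 9 and 12. A count of 0 allows up to 3 reads, so a difference between ages was not detectable for it at this depth. It was not called in any comparison.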

DEGs related to metabolic enzymes and energy production provided substrates and complements to ensure the formation of HGs and other biological phenomenon [64].

The present findings about DEGs in the HGs expand our understanding of gene function and provide candidate genes for genetic manipulation and further study. The varied distribution of down-regulated DEGs, such as α-amylase suggested that HGs shrinking corresponds to task switching. 

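The α-amylase unigene DB772014, for an enzyme that breaks down starch, had 0 reads on days 3, 6 and 9, 2 on day 12 and 18 on day 16. It was called higher on day 16 than on day 3, 5.61-fold against a floor of 3 reads. Against day 9, with 0 reads, it was 3.99-fold higher against the same floor and not called.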

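NP9553382, for which the best match in the annotation is trehalase, the enzyme that splits the blood sugar trehalose, had 14, 18, 10, 16 and 52 reads on days 3, 6, 9, 12 and 16. It was higher on day 16 than on day 3, at a log2 ratio of 1.80 (0.92 to 2.76). Against day 9 it was at 1.79 (0.80 to 2.93), not called with the total of unique reads and called with TMM. NP9552746, glucose dehydrogenase, was also higher on day 16 than on day 9, at 2.90 (1.45 to 4.84).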

Partial up-regulation of DEGs such as glucose dehydrogenase (NP9552746) and glucohydrolase (NP9553382) coincided with task shifting from nurse bees to forager bees. Nurse bees generally remain in the hive to feed and care for the queen and her larvae, while foragers are responsible for gathering pollen and nectar. It was previously demonstrated that reversible DNA methylation patterns in brain cells yield behavioral changes [12]. The present findings of up- or down-regulation of genes such as methyltransferase (TC21859), protein arginine N-methyltransferase 5 (NP9553857), methylosome subunit pICln (TC13507) and aminomethyltransferase (NP9553401) specifically on day 16 are consistent with the findings of previous studies.

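The methyltransferase TC21859 fell from 41 reads on day 3 to 12 on day 16, a log2 ratio of -1.87 (-2.93 to -0.91). Protein arginine N-methyltransferase 5 (NP9553857), which methylates histones and splicing proteins, was at -1.42 (-2.20 to -0.68), and pICln (TC13507), a partner of that enzyme in the methylosome, at -1.15 (-1.71 to -0.60). None of these 3 was called lower on day 6, 9 or 12. Aminomethyltransferase (NP9553401), of the glycine cleavage system, had 26 reads on day 3 and 65 on day 16, 1.23 (0.55 to 1.94), and was not called. The calls turn on the scaling: with TMM the lower values were -1.40, -0.95 and -0.68 and none was called, while NP9553401, at 1.69, was called higher.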

### 3.5 Expression Pattern Analysis of DEGs

The DEGs identified in the present study were divided into two groups. Less than half of the DEGs had high expression on days 3 and 6 and low expression on day 12, a pattern consistent with HG secretion (Figure 5). 

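Of the 3637 unigenes called in at least 1 comparison with day 3, 2900 (79.7%) had their highest RPKM on day 3 or 6. Of these, 1837 (50.5% of the 3637) were lowest on day 12, 805 (22.1%) on day 16 and 250 (6.87%) on day 9. A further 162 unigenes (4.45%) were highest on day 9, 142 (3.90%) on day 12 and 433 (11.9%) on day 16. The 3637 were chosen for a difference from day 3, mostly a lower value later, so a maximum on day 3 (2707 of them) follows largely from that choice. These counts give the ages of the highest and lowest RPKM, whereas the paper clustered levels relative to day 3. Lowest on day 12 after a maximum on day 3 was TC17753 (RasGTPase activator), with 143, 97, 57, 23 and 80 reads, and highest on day 12 were the troponin and titin unigenes of the M group. With TMM, 69.4% were highest on day 3 or 6 and 37.0% were highest then and lowest on day 12, while the number highest on day 9 was 279 and on day 12 243.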

The other DEGs (more than half of all DEGs) were consistent with the characteristics of HGs development: high expression on days 3 and 6, in accordance with the comprehensive morphology and preparations for synthesizing and producing action, and low expression on days 12 and 16, which is consistent with the decreased activity of acinar cells.

**Figure 5:**
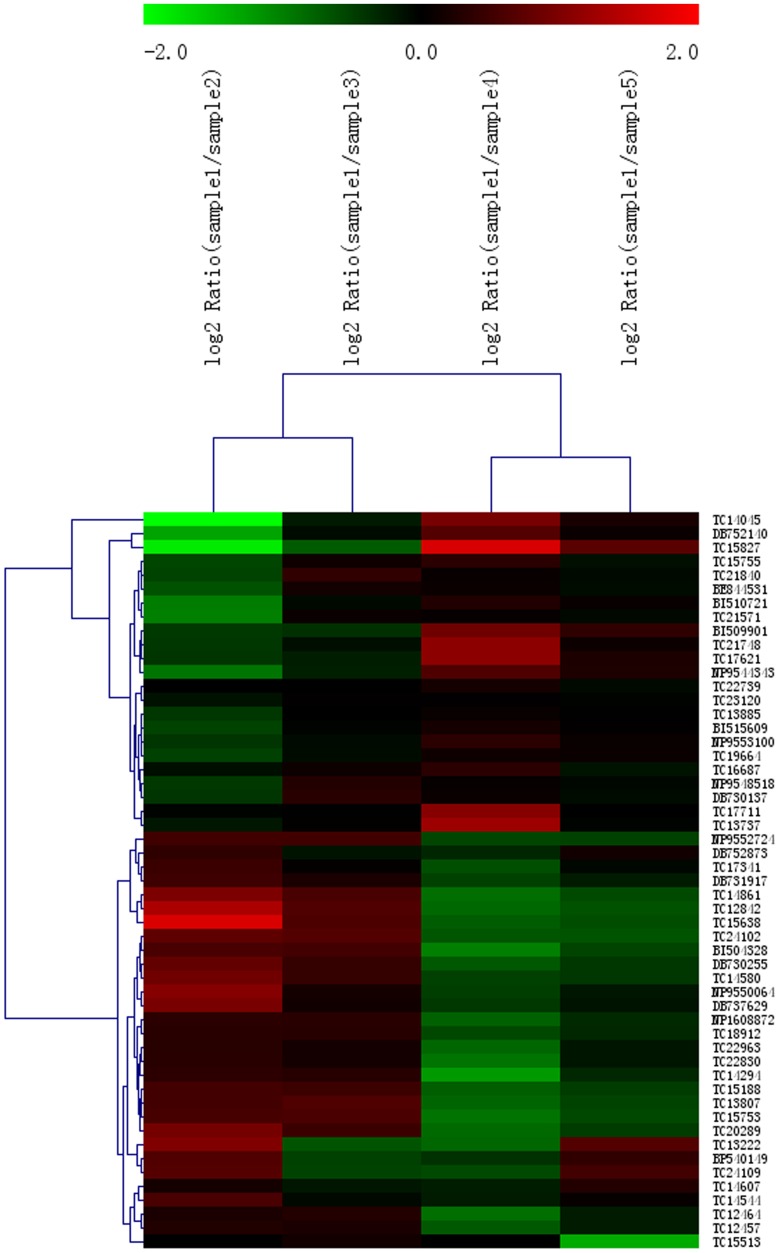
Cluster analysis of DEG levels. Each column represents an experimental condition relative to sample 1, and each row represents a gene. Expression differences are shown in different colors. Red and green indicate up-regulation and down-regulation, respectively.

### 3.6 Gene Ontology Analysis of DEGs

By providing information about cellular and subcellular localization, gene functions, and biological processes, the GO and KEGG databases highlight the complexity of living organisms and their surroundings [65].

GO analysis was performed to identify the functional components that are regulated in a manner consistent with HGs development. 

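Among unigenes annotated directly with the GO term structural molecule activity, 1, 4, 2 and 8 of 31 tested were called on days 6, 9, 12 and 16 against day 3, all of them higher. The 8 of day 16 match titin (BI503814, CK629392, TC22285 and TC23914), muscle myosin heavy chain (TC21638), the giant muscle protein bent (NP9551726), an alpha-tubulin (TC14249) and an uncharacterised protein (TC23647). TC23914 was at a log2 ratio of 4.11 (3.08 to 5.35) on day 12 and 2.68 (1.61 to 3.97) on day 16. For the term membrane, 0, 1, 4 and 1 of 79 were called, and the 4 of day 12 include a muscarinic acetylcholine receptor (NP9549495), with 25 reads on day 3 and 1 on day 12, and the glutamate receptor NP9553810, which was higher, at 2.62 (1.50 to 3.93). For plasma membrane 0 of 5 and for signaling 0 of 15 were called at any age, and system development had 0 direct members. These members come from the annotation of unigenes with an RPKM under 10 on day 3, so members more abundant on that day are not counted. For the myosin complex 1 of 6 was called at each age, and for the actin cytoskeleton 1 of 6 (myosin-Ie, TC20605, lower) on day 12. The count of each term was set beside 10000 random lists of annotated unigenes of the same domain matched on mean expression. Structural molecule activity lay at percentiles 44.5, 82.5, 10.9 and 89.0, and the highest percentile of any term with at least 5 members was 97.1, for the actin cytoskeleton on day 12. The mean covers all 5 libraries and the annotated unigenes were low on day 3, so the match also favours unigenes that rose later. For structural molecule activity on day 16 the random lists had 19.0% called on average, against 84 of 1628 unigenes in the background. These percentiles therefore do not argue against an enrichment of these terms. Against every unigene with a read instead, structural molecule activity lay at percentile 99.3 on day 9 and 99.98 on day 16, the myosin complex at 99.3 on day 6 and anatomical structure development at 98.4 on day 16. The members were low on day 3 and this background was not held to that. At the same mean, members therefore rose later more readily than their matches, so these percentiles do not argue for an enrichment.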

GO enrichment (Figure 6A to 6D and Table S7 in Document S1) indicated that genes related to structure, the cytoskeleton, cellular morphogenesis, membranes, and signaling were enriched, specifically those under the GO terms “structural molecule activity”, “plasma membrane”, and “system development”.

**Figure 6:**
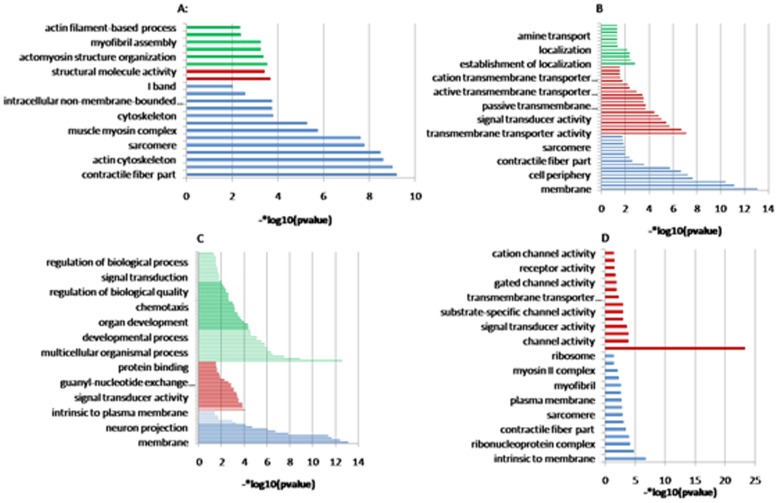
GO enrichment analysis. The GO terms were classified into 3 categories from the GO database and are ranked by p-value. Green indicates biological processes, red indicates molecular functions, and blue indicates cellular components. (A) Sample 2 vs. 1, (B) Sample 3 vs. 1, (C) Sample 4 vs. 1, (D) Sample 5 vs. 1.

### 3.7 Pathway Enrichment Analysis of DEGs

Approximately 110 pathways were identified, containing more than 1000 DEGs. Table S8 in Document S1 lists the most abundant differentially expressed signaling pathways shared among the samples and the ranking of the top five pathways. The differentially regulated transcripts implicated in the general mechanisms of energy metabolism, catalytic activity, amino acid metabolism, protein synthesis and transport are shown. We were particularly interested in transcripts involved in the processes such as the ribosome pathway and protein processing in the endoplasmic reticulum. The consumption of protein-rich pollen and carbohydrates could satisfy the energy and material requirements of HGs development and the secretion of larval food [66]. Some key signaling pathways may warrant attention for their roles in disease and may represent potential targets for tumor therapy.

#### 3.7.1 Ribosomes are the cellular factories responsible for producing proteins and exhibiting dynamic variation consistent with HGs development

Most tissue development (e.g., HGs, ovaries, and fat bodies) occurs within the first week after emergence [67] and ribosomes pathway is perhaps the most commonly activated signaling pathway, proteins constituted the main active ingredients of RJ. Because these proteins perform a vast array of functions throughout the life cycle, compromised ribosomes may result in disease or even death [68]. 

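Ribosomal proteins build both subunits of the ribosome, and the paper's File S2 holds 71 different unigenes of them. None was called on day 6, 9 or 12 against day 3, and 55 were lower on day 16 (56 when adjusted over the list alone). The median log2 ratio of the 71 relative to all unigenes was 0.41 on day 6, 0.80 on day 9, 0.54 on day 12 and -0.63 on day 16, at percentile 99.5 of the random lists on day 12. Ribosomal protein L7Ae (TC14117) had 2051, 2421, 2115, 1462 and 866 reads in the order of age, and its log2 ratio to day 3 was 0.54 (0.45 to 0.62) on day 9 and -1.34 (-1.46 to -1.23) on day 16. The study chose this list on these libraries, so its counts are not independent evidence of the direction. With TMM 8 of the 71 were lower on day 16 than on day 3. The own median on day 12, without reference to the other unigenes, was -0.10 with the total of unique reads and 0.50 with TMM.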

In the present study, more than 70 DEGs implicated in ribosome biogenesis were enriched in the ribosome pathway (ame03010); thus, the regulation of ribosome biogenesis appears to be consistent with the physiological development and activities of HGs. The ribosome pathway DEGs are listed in File S2. Most of the DEGs in ribosome pathway upregulated on day 9 compared to day 16 (i.e. Sample 5 vs. 3), suggesting that HGs might be able to increase protein synthesis for RJ secretion. 

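On day 16 against day 9, 69 of the 71 ribosomal unigenes were lower, 71 when adjusted over the list alone, and all 71 ratios were below 1. The median log2 ratio relative to all unigenes was -1.42 (-1.51 to -1.34). The study listed these unigenes as DEGs of these libraries, this comparison included, so the counts and this median are not independent evidence of the direction. The proteins of the stalk that binds translation factors, LP0 (TC12969) and LP1 (TC18608), were at -1.64 (-1.81 to -1.46) and -1.92 (-2.12 to -1.73), and L23Ae (TC12633), at the exit of the ribosome, at -1.79 (-1.92 to -1.66). For day 12 against day 9, 0 of the 71 were called, although 69 ratios were below 1, with an own median of -0.41 (with TMM 64, and -0.21). Called lower on day 16 were 38 against day 12 and 65 against day 6, or 57 and 41 with TMM. With TMM 65 of the 71 were lower on day 16 against day 9. A separate list of 8 measured cytosolic ribosomal unigenes with an RPKM under 10 on day 3 had relative medians of 0.60, 1.15, 0.12 and -0.32 on days 6, 9, 12 and 16 and -0.56 on day 16 against day 9, with 0 called. Its value on day 12 is -2.83 without the minimum of 10 reads per member. The 10 measured members of a list of the secretory pathway and protein processing in the endoplasmic reticulum had relative medians of 0.39, 0.95, 0.56 and -0.00 against day 3. Theirs was -1.33 on day 16 against day 9, at percentile 0.01, and 0 were called in any of these comparisons, also when adjusted over the list alone. From the higher values on day 9 than on day 16, the paper proposes that the glands might be able to raise protein synthesis for the secretion of RJ.

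**Figure D4:**
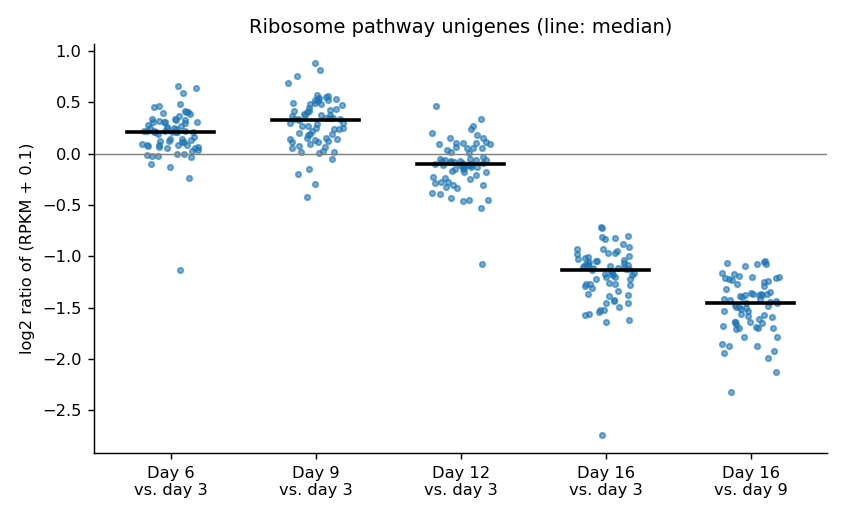
Log2 ratio of RPKM plus 0.1 (y axis) for the 71 ribosomal unigenes, 1 point each, in 5 comparisons of ages (x axis), with a line at the median. On day 16 against day 9 all 71 points lie below 0. The study chose these unigenes as DEGs of these libraries.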

Coincidentally, the expression patterns of those DEGs were well matched with the yield trait of worker bees of certain age. Furthermore, a sufficient protein synthesis and reservation might have the benefit under busy work and various external environments.

#### 3.7.2 The PI3K-Aktsignalingpathway plays a central role in regulating diverse downstream pathways associated with cellular processes such as mitosis, apoptosis, proliferation, cell cycling, protein synthesis and glucose metabolism [69]

Activated Akt modulates the function of numerous substrates involved in the regulation of cell survival, cell cycle progression and cellular growth [70]. PI3K activation induces AKT, which in turn activates TOR.

#### 3.7.3 The TOR pathway involves a nutrient- and energy-sensing kinase that controls organismal growth [71], metabolism [18], reproduction, and lifespan [72], [73]

Central to the pathway is the TOR protein, a member of the phosphoinositide 3-kinase (PI3K)-related protein kinase (PIKK) family [74], [75]this pathway has also been implicated in the regulation of the division of labor between worker bees at the social level [17], [76], [77]. A recent study found that the inhibition of insulin receptor substrate expression in peripheral tissues (as opposed to central brain tissues) results in the collection of pollen rather than nectar by foragers [78]. 

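Of 3 unigenes matching insulin-like growth factor-binding proteins, secreted proteins that bind insulin-like hormones, 1 was higher and 2 were lower on day 16 than on day 3. TC21952 rose from 322 reads on day 3 to 731 on day 16, a log2 ratio of 1.09 (0.89 to 1.28), and was also higher than on day 9, at 1.02 (0.81 to 1.24). TC14287 fell from 125 to 63 reads, -1.09 (-1.55 to -0.64), and NP9547607 from 18 reads to 0, 6.42-fold lower against a floor of 3 reads. With TMM TC14287 is at -0.62 and not called.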

The insulin-like growth factor-binding protein (NP9547607, TC14287, TC21952) was highly expressed in the sample corresponding to day 16. Interestingly, all of the DEGs included in the TOR signaling pathway were downregulated along with the HGs development (File S3), indicating that depression of the morphology, activities, and physiological development of HGs [18], presumably were downregulated through the biological process of downstream cascades and physiological development.

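On day 12 against day 3, 9 of the 10 TOR pathway unigenes of File S3 were lower, against 0 on day 6, 2 on day 9 and 3 on day 16, and none was higher at any of these ages. Ratios were below 1 in 8 of the 10 on day 6, 9 on day 9 and 10 on days 12 and 16, and with TMM in 8, 7, 9 and 8. AKT (TC15907), the kinase that carries the insulin signal to TOR, fell from 561 reads on day 3 to 413, 192 and 101 on days 6, 9 and 12, a log2 ratio of -2.14 (-2.46 to -1.83) on day 12, and had 251 reads on day 16. The kinase TOR (TC20981) was at -1.45 (-1.95 to -0.98) on day 12, TSC2 (TC14039), an inhibitor of TOR, at -1.66 (-2.11 to -1.22), and the S6 kinase (TC15949), which TOR activates, at -1.54 (-2.36 to -0.80). The median log2 ratio of the 10 relative to all unigenes was -0.14, -0.07, -0.64 and -0.25, at percentile 2.9 of the random lists on day 12. The study chose this list on these libraries, so its counts are not independent evidence of the direction. With TMM 0 of the 10 were lower on day 9, 2 on day 12 and 0 on day 16. Another list of insulin and TOR genes, with 7 measured members of an RPKM under 10 on day 3, had relative medians of 0.07, -0.57, -1.15 and -0.00, with 1 member called, lower on day 16.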

Corresponding to the global RNA-seq profiling, partial expression pattern of DEGs did not always match well to the biological rhythm of HGs we assumed.

### 3.8 Relative qRT-PCR Analysis

Five randomly selected DEGs and thirteen DEGs related to protein metabolism, enzymes, or metabolites were validated by qRT-PCR. The reactions were performed using the ABI 7500 SDS system with SYBR Green. The qRT-PCR results were basically consistent with the RNA-seq data (Table 2). 

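The RNA-seq ratio to day 3 and the paper's qRT-PCR fold change lay on the same side of 1 for all 18 genes on day 6, for 17 on day 9, 18 on day 12 and 14 on day 16. On day 16 the low density lipoprotein receptor gene NP9548518 was at a log2 ratio of -1.50 (-2.03 to -0.98) by RNA-seq and 2.34 by the paper's qRT-PCR. TC16687 was at -1.26 (-1.85 to -0.69) and 1.97, Poly(rC)-binding protein 3 (TC17621), which binds RNA, at -1.80 (-2.39 to -1.24) and 0.51, and gelsolin (TC21748), which cuts actin filaments, at -1.77 (-2.45 to -1.13) and 0.47. Of these 4, TC16687 is not called by RNA-seq with TMM. The paper states that each qRT-PCR sample was run in triplicate.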

*Actin* a housekeeping gene, was used for internal control gene as described in previous studies [79], [80].

**Table 2:** Validation of selected genes by qRT-PCR.

Gene ID	RNA-seq (Ratio-RPKM)					qRT-PCR (fold-change)				
	Samp 1/1	Samp 2/1	Samp 3/1	Samp 4/1	Samp 5/1	Samp 1/1	Samp 2/1	Samp 3/1	Samp 4/1	Samp 5/1
**TC14045**	1	0.214043	0.016566	0.007441	0.012394361	1	0.24	0	0	0
**TC16687**	1	0.407727	0.34737	0.297202	0.41803829	1	0.78	0.5	0.48	3.91
**NP9548518**	1	0.462605	0.27878	0.326666	0.35468766	1	0.72	0.45	0.57	5.05
**NP9552724**	1	5.23677	5.25408	10.90262	10.67966242	1	5.86	6.44	16.15	35.77
**TC12464**	1	2.474746	2.372389	5.271425	3.329252313	1	4.17	3.71	6.32	27.5
**DB731917**	1	5.217156	6.327097	10.5259	8.571618454	1	2.385	1.956	7.527	4.563
**DB752873**	1	5.366218	7.733118	8.589137	6.265073852	1	4.377	4.857	7.548	9.533
**TC12842**	1	2.818196	4.628154	12.68371	11.20154684	1	3.638	6.489	30.889	130.147
**TC13222**	1	2.17906	6.990682	7.691906	2.780256289	1	2.505	6.878	10.225	17.765
**TC14861**	1	3.095895	4.088278	11.13479	9.149453433	1	3.297	4.098	17.125	23.474
**TC17341**	1	5.430102	7.230967	11.54842	7.747852525	1	2.239	0.977	4.07	5.042
**TC20289**	1	2.178593	2.992302	7.368132	5.730396673	1	2.092	3.251	20.952	51.162
**TC22830**	1	2.894723	3.238871	6.856874	4.107697675	1	2.352	3.015	13.804	22.753
**TC22963**	1	3.280976	3.637316	7.166767	4.594116452	1	3.701	5.4	37.792	55.87
**DB752140**	1	0.341965	0.148873	0.089161	0.132012092	1	0.437	0.085	0.106	0.155
**TC15827**	1	0.439908	0.199672	0.03737	0.074696191	1	0.448	0.097	0.025	0.215
**TC17621**	1	0.451108	0.394673	0.155119	0.287087699	1	0.587	0.344	0.155	1.423
**TC21748**	1	0.428985	0.343331	0.146873	0.293573402	1	0.493	0.383	0.181	1.382

Gene IDs refer to the corresponding cDNAs from Genbank. qRT-PCR was performed on each sample in triplicate. *β-actin* was used an endogenous control. 

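Across the genes of Table 2, the log2 values of RNA-seq and of the paper's qRT-PCR had a Pearson's r of 0.94 on day 6, 0.90 on day 9, 0.96 on day 12 and 0.85 on day 16 and a Spearman's rho of 0.81, 0.75, 0.74 and 0.72. On days 9, 12 and 16 these and the values below rest on 17 genes, since the paper gives TC14045 a qRT-PCR value of 0 there. These are correlations across genes, which are not independent replicates, and the study chose the genes. The median of the qRT-PCR log2 value minus the RNA-seq log2 ratio was 0.17 on day 6, 0.00 on day 9, 0.41 on day 12 and 2.31 (1.36 to 3.16) on day 16. The share of qRT-PCR values inside the counting interval of the RNA-seq ratio was 72.2%, 64.7%, 47.1% and 23.5%. TC12464, the unigene that Table S6 names β-actin, was at a log2 ratio of 2.40 (2.22 to 2.58) on day 12 and 1.74 (1.56 to 1.92) on day 16. With TMM the median difference of day 12 is -0.19.

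**Figure D5:**
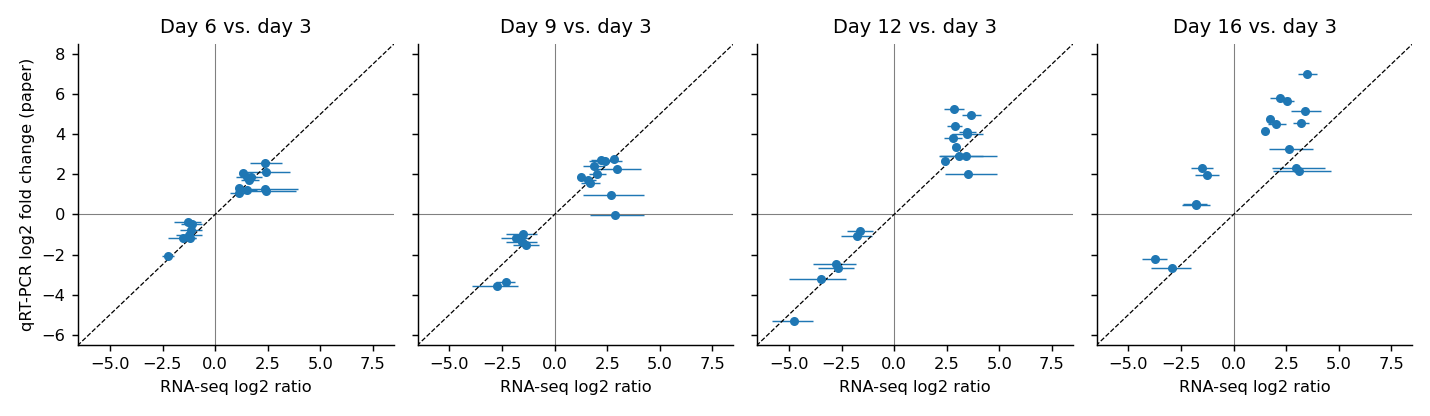
The paper's qRT-PCR log2 fold change (y axis) against the RNA-seq log2 ratio to day 3 (x axis, bars for the 95% counting interval), 1 point per gene and 1 panel per age, with a dashed line of identity. On day 16 the points lie above the line by a median of 2.31.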

Ratio-RPKM used for comparing the difference of gene expression among samples and validation by qRT-PCR to show a certain consistent between the two methods except several inconsistencies. It may be attributed to the experimental errors which caused by the biological replicas deficiency. Only one pooled RNA sequenced for each sample due to the limitations of specimen collection that might cause the experimental errors unpredictably. We will sequence more samples to eliminate the errors in the further research.

In summary, transcriptomic analysis was used to investigate the regulation of HGs in nurse bees at different ages. The data revealed that up- and down-regulated genes were involved in metabolism, protein synthesis, and the transport signaling pathway, thereby providing insight into the molecular mechanisms of the development and secretion of RJ. The results are of importance for further study to improve honey bee breeding techniques and help ensure stable yields of RJ with high quality traits.

## Supporting Information

Figure S1 Classification of Raw Reads. Sample 1 to 5 stand for Day 3 to 16, respectively; Bright green: raw reads containing adapters; Red: raw reads containing unknown bases; Dark green: low quality reads; Blue: clean reads used in the next steps.
(DOCX)

Figure S2 The sequencing saturation of samples. X-axis is number of clean reads, y-axis is the percentage of identified genes. When number of clean reads reaches about 3 M or higher, the number of detected genes almost ceases to increase.
(DOCX)

Figure S3 Distribution of reads on reference genes of samples. X-axis is relative position in gene, Y-axis is number of reads. RNA fragmentation (black curve) provides more even coverage along the gene body, but is relatively depleted for both the 5′ and 3′ ends. Reads should be evenly distributed on reference genes, otherwise it means the randomness is not good and this will affect following analysis.
(DOCX)

Figure S4 Genes, coverage analysis of samples. Gene coverage is calculated as the percentage of a gene covered by reads. This value is equal to the ratio of the base number in a gene covered by unique mapping reads to the total base number of coding region in that gene.
(DOCX)

Figure S5 Development pattern of HGs acini. Panel A represents ESEM profiles of HGs on day 3, 6, 9, 12, and 16 at 100–400× magnification, respectively. The numbers indicates the HGs after the eclosion. Panel B is the HGs acini mean diameter. Asterisks indicate the statistically significant differences between the mean diameter of acini at each development stage (n≥34, *p*<0.05). Note: The newly added figures were magnified in equal proportion (400×) based on Figure 1. The full-scale original drawing of the panel A was also supplied as Additional File 4.
(DOCX)

Figure S6 Venn chart of all unique matched genes covered to the DFCI Amel database.
(DOCX)

Figure S7 Experimental repeatability analysis. Experimental repeatability is defined by the correlation of technical replicates. The closer the value of correlation gets to 1, the better the repeatability between two parallel experiments.
(DOCX)

Figure S8 Genes shared expressed in the 5 samples (108 in all). Genes with their expression profiles showed in this figure similar to Figure 5, X-axis is gene ID, Y-axis is the expression (Log_2_ Ratio); 2\1, 3\1, 4\1, 5\1 stand for sample 2 vs 1, sample 3 vs 1, sample 4 vs 1, sample 5 vs 1, respectively.
(DOCX)

File S1 Gene special primers for qPCR.
(XLSX)

File S2 Ribosome pathway DEGs.
(XLSX)

File S3 TOR signaling pathway DEGs.
(XLSX)

Document S1 Table S1–S8. Table S1, Components of fresh royal jelly (GB9697-2008). Table S2, The vitamin content (in mg) of one gram according to the United States Department of Agriculture. Table S3, Development pattern of Hypopharyngeal gland. Table S4, Sample demographics. Table S5, RPKM Range of unigenes. Table S6, DEGs of M and R model. Table S7, Top 20 of GO Enrichment analysis in samples (p≤0.05). Table S8, The most abundant differentially expressed signalling pathways shared in the samples except sample 1 (Top 5 in bold).
(DOCX)

# Supplementary material for: Transcriptome Sequencing Analysis Reveals the Regulation of the Hypopharyngeal Glands in the Honey Bee, Apis mellifera carnica Pollmann
**Source:** PLoS One. 2013 Dec 10;8(12):e81001. doi: 10.1371/journal.pone.0081001
**Supplement:** Figure S1 — Classification of Raw Reads. Sample 1 to 5 stand for Day 3 to 16, respectively; Bright green: raw reads containing adapters; Red: raw reads containing unknown bases; Dark green: low quality reads; Blue: clean reads used in the next steps.

**Figure S1 Classification of Raw Reads.** Sample 1 to 5 stand for Day 3 to 16, respectively; Bright green: raw reads containing adapters; Red: raw reads containing unknown bases; Dark green: low quality reads; Blue: clean reads used in the next steps.

# Supplementary material for: Transcriptome Sequencing Analysis Reveals the Regulation of the Hypopharyngeal Glands in the Honey Bee, Apis mellifera carnica Pollmann
**Source:** PLoS One. 2013 Dec 10;8(12):e81001. doi: 10.1371/journal.pone.0081001
**Supplement:** Figure S2 — The sequencing saturation of samples. X-axis is number of clean reads, y-axis is the percentage of identified genes. When number of clean reads reaches about 3 M or higher, the number of detected genes almost ceases to increase.

**Figure S2 The sequencing saturation of samples.** X-axis is number of clean reads, y-axis is the percentage of identified genes. When number of clean reads reaches about 3M or higher, the number of detected genes almost ceases to increase.

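Drawn down to 50% of its unique reads, each library would still be expected to show 92.4%, 92.0%, 90.6%, 90.7% and 91.9% of its detected unigenes on days 3, 6, 9, 12 and 16. Drawn down to 10%, it would show 70.0%, 68.1%, 63.6%, 63.4% and 67.5%. A detected unigene had a median of 20, 17, 12, 12 and 16 unique reads. These are expectations from the deposited reads per unigene, not from the clean reads on the axis of the plot. Unigenes with few reads, such as TC17816 (named MRJP1 by the paper) with 6 on day 3, are less sure to be seen at 10% than unigenes with many. Only reads that match TC17816 alone are counted, so its reads do not measure the whole expression of MRJP1.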

# Supplementary material for: Transcriptome Sequencing Analysis Reveals the Regulation of the Hypopharyngeal Glands in the Honey Bee, Apis mellifera carnica Pollmann
**Source:** PLoS One. 2013 Dec 10;8(12):e81001. doi: 10.1371/journal.pone.0081001
**Supplement:** Figure S3 — Distribution of reads on reference genes of samples. X-axis is relative position in gene, Y-axis is number of reads. RNA fragmentation (black curve) provides more even coverage along the gene body, but is relatively depleted for both the 5′ and 3′ ends. Reads should be evenly distributed on reference genes, otherwise it means the randomness is not good and this will affect following analysis.

**Figure S3 Distribution of reads on reference genes of samples.** X-axis is relative position in gene, Y-axis is number of reads. RNA fragmentation (black curve) provides more even coverage along the gene body, but is relatively depleted for both the 5' and 3' ends. Reads should be evenly distributed on reference genes, otherwise it means the randomness is not good and this will affect following analysis.

# Supplementary material for: Transcriptome Sequencing Analysis Reveals the Regulation of the Hypopharyngeal Glands in the Honey Bee, Apis mellifera carnica Pollmann
**Source:** PLoS One. 2013 Dec 10;8(12):e81001. doi: 10.1371/journal.pone.0081001
**Supplement:** Figure S4 — Genes, coverage analysis of samples. Gene coverage is calculated as the percentage of a gene covered by reads. This value is equal to the ratio of the base number in a gene covered by unique mapping reads to the total base number of coding region in that gene.

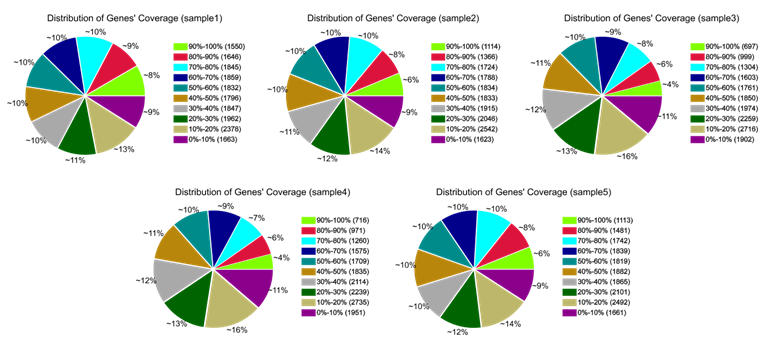

**Figure S4 Genes^,^ coverage analysis of samples.** Gene coverage is calculated as the percentage of a gene covered by reads. This value is equal to the ratio of the base number in a gene covered by unique mapping reads to the total base number of coding region in that gene.

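The unique reads covered a median of 47.4% of the length of a detected unigene on day 3, 44.2% on day 6, 38.4% on day 9, 37.6% on day 12 and 44.6% on day 16. Unigenes covered over at least 90% of their length were 8.47%, 6.27%, 4.08%, 4.19% and 6.19% of those detected.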

# Supplementary material for: Transcriptome Sequencing Analysis Reveals the Regulation of the Hypopharyngeal Glands in the Honey Bee, Apis mellifera carnica Pollmann
**Source:** PLoS One. 2013 Dec 10;8(12):e81001. doi: 10.1371/journal.pone.0081001
**Supplement:** Figure S5 — Development pattern of HGs acini. Panel A represents ESEM profiles of HGs on day 3, 6, 9, 12, and 16 at 100–400× magnification, respectively. The numbers indicates the HGs after the eclosion. Panel B is the HGs acini mean diameter. Asterisks indicate the statistically significant differences between the mean diameter of acini at each development stage (n≥34, p<0.05). Note: The newly added figures were magnified in equal proportion (400×) based on Figure 1. The full-scale original drawing of the panel A was also supplied as Additional File 4.

**Figure 1. Development pattern of HGs acini.** Panel A represents ESEM profiles of HGs on day 3, 6, 9, 12, and 16 at 100-400× magnification, respectively. The numbers indicates the HGs after the eclosion. Panel B is the HGs acini mean diameter. Asterisks indicate the statistically significant differences between the mean diameter of acini at each development stage (n≥34, *p* < 0.05).Note: The newly added figures were magnified in equal proportion (400×) based on Figure 1. The full-scale original drawing of the panel A was also supplied as Additional File 4.

# Supplementary material for: Transcriptome Sequencing Analysis Reveals the Regulation of the Hypopharyngeal Glands in the Honey Bee, Apis mellifera carnica Pollmann
**Source:** PLoS One. 2013 Dec 10;8(12):e81001. doi: 10.1371/journal.pone.0081001
**Supplement:** Figure S7 — Experimental repeatability analysis. Experimental repeatability is defined by the correlation of technical replicates. The closer the value of correlation gets to 1, the better the repeatability between two parallel experiments.

**Figure S7 Experimental repeatability analysis.** Experimental repeatability is defined by the correlation of technical replicates. The closer the value of correlation gets to 1, the better the repeatability between two parallel experiments.

# Supplementary material for: Transcriptome Sequencing Analysis Reveals the Regulation of the Hypopharyngeal Glands in the Honey Bee, Apis mellifera carnica Pollmann
**Source:** PLoS One. 2013 Dec 10;8(12):e81001. doi: 10.1371/journal.pone.0081001
**Supplement:** Figure S8 — Genes shared expressed in the 5 samples (108 in all). Genes with their expression profiles showed in this figure similar to Figure 5, X-axis is gene ID, Y-axis is the expression (Log2 Ratio); 2\1, 3\1, 4\1, 5\1 stand for sample 2 vs 1, sample 3 vs 1, sample 4 vs 1, sample 5 vs 1, respectively.

**Figure S8** **Genes shared expressed in the 5 samples (108 in all).** Genes with their expression profiles showed in this figure similar to Figure 5, X-axis is gene ID, Y-axis is the expression (Log_2_ Ratio); 2\1, 3\1, 4\1, 5\1 stand for sample 2 vs 1, sample 3 vs 1, sample 4 vs 1, sample 5 vs 1, respectively.

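Figure S8 plots, for each shared DEG, the log2 ratio of its RPKM at a later age to that of day 3. Among the shared unigenes that the annotation names are TC14919, matching plasma kallikrein, a serine protease, at 2.97 (1.45 to 4.94) on day 6, TC20547, matching the muscle protein unc-89, at 2.38 (1.56 to 3.29), and TC13924, matching a myosin light chain kinase, at 1.84 (1.18 to 2.53). All were called higher on days 9, 12 and 16 as well.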

# Supplementary material for: Transcriptome Sequencing Analysis Reveals the Regulation of the Hypopharyngeal Glands in the Honey Bee, Apis mellifera carnica Pollmann
**Source:** PLoS One. 2013 Dec 10;8(12):e81001. doi: 10.1371/journal.pone.0081001
**Supplement:** Document S1 — Table S1–S8. Table S1, Components of fresh royal jelly (GB9697-2008). Table S2, The vitamin content (in mg) of one gram according to the United States Department of Agriculture. Table S3, Development pattern of Hypopharyngeal gland. Table S4, Sample demographics. Table S5, RPKM Range of unigenes. Table S6, DEGs of M and R model. Table S7, Top 20 of GO Enrichment analysis in samples (p≤0.05). Table S8, The most abundant differentially expressed signalling pathways shared in the samples except sample 1 (Top 5 in bold).

**Table S1** Components of fresh royal jelly (GB9697-2008)

| Index | Water (≤) | 10-HAD (≥) | Protein | Total sugar  (glucose) | Ash | Acidity  (1 mol/L, mL/100 g) | Starch |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Excellent | 67.5 | 1.8 | 11-16 | 15 | 1.5 | 30-53 | Negative |
| Qualified | 69.0 | 1.4 |  |  |  |  |  |

**Table S2** The vitamin content (in mg) of one gram according to the United States Department of Agriculture

| VB1 (Thiamin ) | VB2 (Riboflavin) | VB6 (Pyridoxine) | Niacin (Nicotinic acid) | Pantothenic Acid |
| --- | --- | --- | --- | --- |
| 1.5-7.4 | 5.3-10.0 | 2.2-10.2 | 91.0-149.0 | 65.0 -200.0 |
| Biotin | **Inositol** | **Folic Acid** | **Vitamin C** | **Vitamin E** |
| 0.9 -3.7 | 78.0-150.0 | 0.16-0.50 | Trace amounts | None |

**Table S3** Development pattern of Hypopharyngeal gland

| Day old | Daimeter(μm，Mean±SD) | Sig |
| --- | --- | --- |
| 6 | 66.20±6.65 | A |
| 9 | 87.19±15.06 | B** |
| 12 | 70.29±8.69 | A |
| 16 | 71.16±9.16 | A |
| **P<0.01,n≥34 | | |

**Table S4** Sample demographics

| Sample ID | 1 | 2 | 3 | 4 | 5 |
| --- | --- | --- | --- | --- | --- |
| Age (Day) | 3 | 6 | 9 | 12 | 16 |
| Total RNA (μg) | 27.72 | 30.04 | 69.35 | 59.66 | 67.5 |
| RIN* | 8.1 | 9.4 | 8.3 | 7.7 | 7.6 |
| Tatal reads | 3573941 | 3562730 | 3551541 | 3524453 | 3615558 |
| Total mapped reads | 2601641(72.79%) | 2827291(79.36%) | 3040631(85.61%) | 3015495(85.56%) | 2932892(81.12%) |
| Clean Reads (%) | 3573941(99.39%) | 3562730(99.46%) | 3551541(99.54%) | 3524453(99.50%) | 3615558(99.36%) |
| perfect match | 2249624(62.95%) | 2465520(69.20%) | 2685084(75.60%) | 2651083(75.22%) | 2543413(70.35%) |
| <=2 mismatch | 352017(9.85%) | 361771(10.15%) | 355547(10.01%) | 364412(10.34%) | 389479(10.77%) |
| Unique match | 1697792(47.50%) | 1518649(42.63%) | 1207515(34.00%) | 1344138(38.14%) | 1815654(50.22%) |
| Multi-position match | 903849(25.29%) | 1308642(36.73%) | 1833116(51.61%) | 1671357(47.42%) | 1117238 (30.90%) |
| Total unmapped reads | 972300(27.21%) | 735439(20.64%) | 510910(14.39%) | 508958(14.44%) | 682666(18.88%) |
| Total Gene Number | 25007** | | | | |
| Unique Matched Genes | 18378(73.49%) | 17785(71.12%) | 17065(68.24%) | 17105(68.40%) | 17995(71.96%) |
| Unigene_all*** | 25022 (100%) | | | | |

*Agilent BioAnalyzer 2100 RNA integrity number after. **DFCI database, <http://compbio.dfci.harvard.edu/cgi-bin/tgi/gimain.pl?gudb=honeybee>

***Unique matched genes of all the five samples are covered to the DFCI Amel database completely.

**Table S5** RPKM Range of unigenes

| RPKM range of unigenes | | Gene number | | | | | Rate | | | | | Ave. |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Sample 1 | Sample 2 | Sample 3 | Sample 4 | Sample 5 | Sample 1 | Sample 2 | Sample 3 | Sample 4 | Sample 5 |  |
| Low expression | ＜1 | 618 | 48 | 333 | 437 | 774 | 0.4151 | 0.4121 | 0.4438 | 0.4908 | 0.4734 | 0.4470 |
|  | 1~5 | 4400 | 4442 | 4476 | 4972 | 4874 |  |  |  |  |  |  |
|  | 5~10 | 2610 | 2691 | 2765 | 2986 | 2870 |  |  |  |  |  |  |
| Moderate expression | 10~50 | 7167 | 7129 | 6925 | 6409 | 6992 | 0.5759 | 0.5798 | 0.5483 | 0.5009 | 0.5205 | 0.5451 |
|  | 50~100 | 1869 | 1687 | 1467 | 1320 | 1456 |  |  |  |  |  |  |
|  | 100~500 | 1548 | 1287 | 964 | 839 | 918 |  |  |  |  |  |  |
| High expression | 500~1000 | 105 | 83 | 75 | 81 | 56 | 0.009 | 0.0081 | 0.0079 | 0.0083 | 0.0062 | 0.0079 |
|  | ≥1000 | 61 | 58 | 60 | 61 | 55 |  |  |  |  |  |  |

**Table S6** DEGs of M and R model

**Table S7** Top 20 of GO Enrichment analysis in samples (p≤0.05)

| # | Gene Ontology term | =-LOG10(PVALUE) | ontology | groups |
| --- | --- | --- | --- | --- |
| 1 | structural molecule activity | 23.38615818 | MF | Sample 5 VS 1 |
| 2 | membrane | 13.12205305 | CC | Sample 4 VS 1 |
| 3 | membrane | 13.10846254 | CC | Sample 3 VS 1 |
| 4 | signaling | 12.60380065 | BP | Sample 4 VS 1 |
| 5 | cell periphery | 12.42945706 | CC | Sample 4 VS 1 |
| 6 | plasma membrane | 11.67778071 | CC | Sample 4 VS 1 |
| 7 | plasma membrane part | 11.40120949 | CC | Sample 4 VS 1 |
| 8 | intrinsic to membrane | 11.1266794 | CC | Sample 3 VS 1 |
| 9 | membrane part | 10.41907502 | CC | Sample 3 VS 1 |
| 10 | contractile fiber part | 9.200659451 | CC | Sample 2 VS 1 |
| 11 | contractile fiber | 9.00656377 | CC | Sample 2 VS 1 |
| 12 | anatomical structure development | 8.924453039 | BP | Sample 4 VS 1 |
| 13 | actin cytoskeleton | 8.614393726 | CC | Sample 2 VS 1 |
| 14 | myosin complex | 8.492144128 | CC | Sample 2 VS 1 |
| 15 | membrane part | 7.899629455 | CC | Sample 4 VS 1 |
| 16 | sarcomere | 7.782516056 | CC | Sample 2 VS 1 |
| 17 | plasma membrane | 7.655607726 | CC | Sample 3 VS 1 |
| 18 | myofibril | 7.607303047 | CC | Sample 2 VS 1 |
| 19 | system development | 7.496209317 | BP | Sample 4 VS 1 |
| 20 | cell periphery | 7.244887734 | CC | Sample 3 VS 1 |

**Table S8** The most abundant differentially expressed signalling pathways shared in the samples except sample 1 (Top 5 in bold).

| Pathway | Pathway ID | Groups | DEGs(annotated) | Qvalue |
| --- | --- | --- | --- | --- |
| **Ribosome** | ko03010 | 5_3 (332) | 72 (21.69%) | 9.28E-68 |
|  |  | 5_2 (488) | 69 (14.14%) | 8.03E-51 |
|  |  | 5_1 (940) | 58 (6.17%) | 2.57E-21 |
|  |  | 5_4 (401) | 40 (9.98%) | 3.82E-21 |
| **Phosphatidylinositol signaling system** | ko04070 | 4_1 (1322) | 44 (3.33%) | 5.48E-07 |
|  |  | 4_2 (789) | 29 (3.68%) | 6.20E-05 |
|  |  | 3_1 (566) | 17 (3%) | 0.03857639 |
|  |  | 4_3 (263) | 12 (4.56%) | 0.01819079 |
| **Phototransduction - fly** | ko04745 | 4_1 | 30 (2.27%) | 2.83E-05 |
|  |  | 4_2 | 20 (1.51%) | 7.55E-04 |
|  |  | 5_1 | 19 (2.02%) | 1.24E-02 |
|  |  | 3_1 | 15 (2.65%) | 0.01094424 |
|  |  | 4_3 | 8 (3.04%) | 0.02902571 |
| **Drug metabolism - cytochrome P450** | ko00982 | 5_1 | 20 (2.13%) | 7.54E-03 |
|  |  | 5_2 | 16 (3.28%) | 1.47E-04 |
|  |  | 5_3 | 14 (4.22%) | 2.98E-05 |
|  |  | 4_3 | 9 (3.42%) | 0.01819079 |
| **Metabolism of xenobiotics by cytochrome P450** | ko00980 | 5_1 | 20 (2.13%) | 1.24E-02 |
|  |  | 5_2 | 16 (3.28%) | 3.05E-04 |
|  |  | 5_3 | 14 (4.22%) | 5.77E-05 |
|  |  | 4_3 | 9 (3.42%) | 0.01863344 |
| Drug metabolism - other enzymes | ko00983 | 5_1 | 19 (2.02%) | 2.29E-02 |
|  |  | 5_2 | 17 (3.48%) | 1.18E-04 |
|  |  | 5_3 | 16 (4.82%) | 4.32E-06 |
|  |  | 4_3 | 8 (3.04%) | 0.03673858 |
| ECM-receptor interaction | ko04512 | 4_1 | 19 (1.44%) | 2.07E-02 |
|  |  | 4_2 | 16 (2.03%) | 1.51E-03 |
|  |  | 3_1 | 12 (2.12%) | 0.01351374 |
|  |  | 5_2 | 10 (2.05%) | 1.59E-02 |
|  |  | 3_2 (90) | 6 (6.67%) | 0.00126263 |
| Natural killer cell mediated cytotoxicity | ko04650 | 4_1 | 19 (1.44%) | 6.05E-03 |
|  |  | 3_1 | 10 (1.77%) | 0.03857639 |
| Retinol metabolism | ko00830 | 5_1 | 18 (1.91%) | 7.34E-03 |
|  |  | 5_2 | 15 (3.07%) | 1.11E-04 |
|  |  | 5_3 | 13 (3.92%) | 2.40E-05 |
|  |  | 4_3 | 8 (3.04%) | 0.01819079 |
| Linoleic acid metabolism | ko00591 | 5_1 | 14 (1.49%) | 1.91E-02 |
|  |  | 5_2 | 11 (2.25%) | 2.02E-03 |
|  |  | 4_3 | 6 (2.28%) | 0.03947017 |
|  |  | 5_3 | 10 (3.01%) | 3.39E-04 |
| Starch and sucrose metabolism | ko00500 | 5_2 | 11 (2.25%) | 4.58E-03 |
|  |  | 5_3 | 8 (2.41%) | 1.84E-02 |
|  |  | 4_3 | 7 (2.66%) | 0.02655423 |
| RNA polymerase | ko03020 | 4_3 | 5 (1.9%) | 0.03059806 |
| Other glycan degradation | ko00511 | 2_1 (91) | 4 (4.4%) | 0.00531324 |

How the deposited data were processed for this re-analysis (not part of the article)

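RNA of hypopharyngeal glands pooled from 30 worker bees was sequenced at each of 5 ages, days 3, 6, 9, 12 and 16 after emergence, with 1 library per age. The ages were taken from the sample labels and the paper, which name the libraries samples 1 to 5. As the paper describes, the authors removed reads with adapters, unknown bases or low quality and mapped the remaining clean reads with SOAP2, allowing at most 2 mismatches, to the unigenes of the DFCI Honey Bee Gene Index. The version of SOAP2 is not given in the sources used here.

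The authors deposited, for each library, a count of the reads that match each unigene alone. They also deposited the RPKM of each unigene, made from that count, the length of the unigene and the library's total of unique reads. The deposited coverage, a fraction of the unigene's length in percent, is the part that the unique reads cover. The count is used for tests and intervals, the RPKM for ratios, and the coverage for a description of the libraries alone. The authors also deposited an annotation, in which the gene names are mostly best matches in other species. It covers 7628 unigenes, and these are the unigenes with an RPKM between 0 and 10 on day 3, of which 5752 carry a name. Other names come from the paper's text, Table 2, Table S6, File S2 and File S3. Only 5 unigene identifiers matched the reference gene table, which was not used for names. No genome coordinates are given, since the reads were matched to unigenes.

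The unique reads per library were 1697792, 1518649, 1207515, 1344138 and 1815654 in the order of age. A count of 0 allows up to 3 reads. Intervals are 95% exact (Clopper-Pearson) intervals of the share of 2 counts, put on the scale of the ratio. They and the floors cover counting error only, since PCR copies are not independent molecules and there is 1 library per age. Where 1 library has no read, a fold is given against a floor of 3 reads in that library. The other count is taken as it stands, so this fold is not a lower limit.

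Unigenes with a read in either library were tested with Audic and Claverie's test (two-sided), adjusted by Benjamini and Hochberg, and called DEGs at an FDR of at most 0.001 and an absolute log2 ratio of at least 1, the thresholds of the paper's methods. The test itself was chosen here. The 10 comparisons of the libraries were run with the total behind the deposited RPKM. The test was tried on libraries simulated with counting error alone and with known changes. For day 9 against day 3 it recovered 100% of the 18 4-fold and 17 8-fold changes with at least 100 expected reads. Of 8 changes of 2-fold at that depth it recovered 4 (50.0%). A 2-fold change lies on the threshold of the ratio itself, so this share does not measure the power of the test. Over all depths it recovered 5.97% of 2-fold, 43.3% of 4-fold and 50.0% of 8-fold changes, with 1 false call among the 19147 unigenes in the test. For day 16 against day 3 it recovered 16.4%, 35.8% and 51.5% over all depths, with 0 false calls among 19523. The interval held the true ratio in 97.8% and 98.0% of cases. No spread between pools was simulated, so these values do not give the rate of false calls between ages.

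Gene lists were fixed as search words for gene names before the data were examined. They number 25: royal jelly proteins, yellow family, cytosolic and mitochondrial ribosomal proteins, translation factors, secretory pathway and protein processing in the endoplasmic reticulum, sarcomere and muscle, carbohydrate enzymes of honey making, oxidative phosphorylation, glycolysis, fatty acid synthesis, cytochrome P450, glutathione and UDP transferases, heat shock proteins, apoptosis and autophagy, insulin and TOR signalling, juvenile hormone and ecdysone, histones, antimicrobial peptides, and markers of neurons, fat body, antenna, cuticle, photoreceptors and haemocytes. A list's value is the median log2 ratio of RPKM plus 0.1 over members with at least 10 reads summed over the 5 libraries, relative to the median of the 3805 named unigenes with as many reads. It is set beside 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. That mean covers all 5 libraries, so a match on it also takes in part of any rise after day 3. A median is given for 21 lists with at least 6 such members, and calls alone for 4. That minimum of 6 was chosen after the values of the lists were seen. The M and R groups, File S2 and File S3 were treated the same way against all unigenes.

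The text names unigenes by rules set before the data were examined: every unigene that the paper names (the values in its tables had been seen), the 10 highest and 10 lowest called ratios of each main comparison among named unigenes with at least 100 reads, the 10 with the highest RPKM of each library, and the 3 members of each list with the most reads. Members of GO terms named beside a count, and the few called members named beside a list, were chosen after their values were seen.

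Alternatives set before the data were examined were the libraries' own totals, TMM factors (edgeR 4.0.16), median-ratio factors (DESeq2 1.42.0) and totals without royal jelly proteins as scalings, an exact binomial test, a test with an assumed coefficient of variation of 0.2 between replicates, Benjamini-Yekutieli adjustment, a minimum of 10 reads, a floor of 3 reads, no filter, a pseudocount of 1, and another background for GO terms. Totals without the 10 most abundant unigenes of each library and another tail of the test were added after the data were seen. edgeR and DESeq2 gave scaling factors only, since a model of the spread between replicates could not be fitted with 1 library per age. The lists of M, R and profile counts were also run under each scaling, a choice made after the data were seen. Scripts were run with R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

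Acinus diameters, the technical replicates of Figure S7 and the pathway assignments of Table S8 were not analysed here. The qRT-PCR values are the paper's own, from Table 2.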

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

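All tests in this part were chosen after the result was seen, and the test of the muscle list's own median was added when that of its relative median proved void.

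The unigenes below carry gene names, have the highest ratios of their comparison among unigenes with a gene name and at least 100 reads over both libraries that the paper does not name, and had reads above the limit that a count of 0 allows. On day 6, TC14988, matching nose resistant to fluoxetine protein 6, had 97 reads against 22 on day 3, NP9550883, matching the muscle protein unc-89, had 405 against 109, and TC13924, matching a myosin light chain kinase, had 83 against 26. On day 9, TC14919, matching plasma kallikrein, had 189 reads against 4 on day 3, NP9552306, matching an alpha-aminoadipate aminotransferase, had 97 against 5, and TC13781, matching laccase 2, had 407 against 25. Day 12 gave 906 reads for TC14919, 220 for TC15743, matching a chondroadherin-like protein with 2 on day 3, and 2207 for TC13781. Day 16 gave 2022 for TC14476, the precursor of venom acid phosphatase, with 3 on day 3 and 17 on day 9, 2203 for TC14919 and 8797 for TC13781. Also higher on day 16 than on day 9 were TC14824, matching a circadian clock-controlled protein, with 375 reads against 10, and TC14308, a carboxylesterase, with 337 against 9.

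Muscle transcripts were higher in the libraries of days 6 to 16 than in that of day 3. The muscle list's own median on day 12 was lowest, at 1.88 (0.59 to 3.03), with the total of unique reads, the scaling in which the pattern was seen. The other scalings tried leave or raise it, so none of them removes the pattern, but this cannot decide on scaling as the source. The list's relative median, 2.12 under each scaling, decides nothing because 1 factor per library cancels in it. A mix of head tissues left on the glands, neurons included, is argued against by the neuron list, whose median on day 12 lies 2.64 log2 below that of the muscle list, where fat body, antenna and cuticle genes had relative medians of -0.61, 0.10 and -0.68: the muscle unigene TC18728 (titin) had 67 reads on day 12 and 11 on day 3, and the neuron unigene TC13760 (a GABA-gated ion channel) 20 and 30. On day 16 the antenna list (0.60, with 4 members higher) and the fat body list (0.42, with 0 called) were above the other unigenes but below the muscle list (2.63), while the cuticle list lay below the other unigenes. Some antenna or fat body tissue without neurons is therefore not excluded there. Muscle fibres carried along with the glands may account for the pattern and cannot be told apart from a change of the glands with age, which was not tested: 29.4% of the 34 members (1 of them, DB731917, also in the M group that the study chose on these libraries) departed from the list's median on day 16 against day 12, between the bounds set for either reading, and 1 pool was sequenced per age.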

How the results depend on the processing

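No paired analysis was possible because there is 1 library per age, and for the same reason no library could be left out. Depth limits calls to unigenes with many reads, and the number of lower calls depends on the scaling. The libraries' own totals equal those behind the deposited RPKM and could move nothing, and totals without royal jelly proteins hardly differ from them, since the list leaves out the abundant MRJP unigenes, so these 2 alternatives say nothing about stability. The exact binomial test, the floor of 3 reads and the other tail of Audic and Claverie's test, chosen after the data were seen, were run on 35 counts of DEGs alone. The floor changed none of these and says nothing about stability. The other 2 settings changed them little: the exact binomial test gave 2754 DEGs on day 12 against day 3 in place of 2758. A DEG under 1 setting that is also a DEG with the total of unique reads has the same direction in both, in each comparison. This says nothing about stability, since a reversal would need a larger shift between libraries than any scaling gave. Of the untested values below, the median difference from qRT-PCR and the median of cytosolic ribosomal proteins on day 12 changed sign. The relative medians of the lists and the correlations with qRT-PCR hardly move with a scaling, because 1 factor per library cancels in them. Of 1425 ratios of single named unigenes, TMM ended the call of 129 and gave a call to 39, the median ratio 131 and 35, and totals without the most abundant unigenes 105 and 26. For each value below the cause was not tested, and the value with the total of unique reads stands in brackets.

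With TMM, the number of higher DEGs was 439 (243) on day 9, 702 (347) on day 12 and 790 (491) on day 16 against day 3, and 117 (71) on day 9 and 415 (224) on day 12 against day 6. Lower DEGs numbered 22 (56), 395 (1208), 825 (2411) and 719 (1932) on days 6, 9, 12 and 16 against day 3, 55 (151), 349 (1210) and 253 (705) on days 9, 12 and 16 against day 6, 119 (267) on day 12 against day 9 and 218 (142) on day 16 against day 12. The totals were 834 (1451), 1527 (2758) and 1509 (2423) on days 9, 12 and 16 against day 3 and 764 (1434) on day 12 against day 6, with 2368 (3637) in any comparison with day 3, 109 (62) higher and 9 (41) lower in all 4. Profiles highest on day 9 numbered 279 (162), on day 12 243 (142) and on either 522 (304). M unigenes highest on day 9 were 0 (1) and those more than 5-fold higher on day 9 were 14 (7). R unigenes lower at all 4 ages were 6 (23), on day 6 8 (23) and on day 9 14 (23), and those lowest on day 16 were 1 (0) and on day 6 2 (0). The median difference from qRT-PCR on day 12 was -0.19 (0.41). TOR unigenes lower were 0 (2) on day 9, 2 (9) on day 12 and 0 (3) on day 16. Ribosomal unigenes higher were 3 (0) on day 9 and 1 (0) on day 12, and lower on day 16 against day 3 were 8 (55).

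With the median ratio, higher DEGs were 462, 719 and 809 on days 9, 12 and 16 against day 3 and 121 and 423 on days 9 and 12 against day 6. Lower ones were 22, 347, 795 and 688 on days 6, 9, 12 and 16 against day 3, 48, 338 and 245 on days 9, 12 and 16 against day 6, 130 on day 12 against day 9 and 216 on day 16 against day 12. Totals were 809, 1514 and 1497 on days 9, 12 and 16 against day 3, 761 on day 12 against day 6 and 2348 in any comparison with day 3, with 110 higher and 8 lower in all 4. Profiles highest on day 9 were 301, on day 12 244 and on either 545. The M values were 0 highest on day 9 and 15 over 5-fold on day 9, and the R values were 5 lower at all 4 ages, 8 on day 6, 13 on day 9, and 1 lowest on day 16 and 3 on day 6. The qRT-PCR difference on day 12 was -0.21, the lower TOR unigenes were 0, 2 and 0 on days 9, 12 and 16, and ribosomal unigenes were higher in 4 on day 9 and 1 on day 12 and lower in 8 on day 16 against day 3.

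With totals without the most abundant unigenes, chosen after the data were seen, higher DEGs were 390 on day 9 and 544 on day 12 against day 3. Lower ones were 24, 523, 1186 and 1075 on days 6, 9, 12 and 16 against day 3, 65, 531 and 453 on days 9, 12 and 16 against day 6, 173 on day 12 against day 9 and 219 on day 16 against day 12. Totals were 913 on day 9 and 1730 on day 12 against day 3 and 865 on day 12 against day 6, with 98 higher and 9 lower in all 4. Profiles highest on day 9 were 260. M unigenes over 5-fold on day 9 were 14. R unigenes lower at all 4 ages were 6, on day 6 9 and on day 9 14, and lowest on day 16 were 2 and on day 6 2. The qRT-PCR difference on day 12 was -0.017, lower TOR unigenes were 0, 3 and 1 on days 9, 12 and 16, and ribosomal unigenes were higher in 3 on day 9 and lower in 15 on day 16 against day 3.

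With a coefficient of variation of 0.2 assumed between replicates, total, higher and lower DEGs were 0, 0 and 0 on day 6, 76, 51 and 25 on day 9, 508, 157 and 351 on day 12 and 343, 225 and 118 on day 16 against day 3. They were 19, 9 and 10 on day 9, 89, 49 and 40 on day 12 and 140, 110 and 30 on day 16 against day 6, 20, 18 and 2 on day 12 and 94, 70 and 24 on day 16 against day 9, and 24, 10 and 14 on day 16 against day 12. Called in any of the 10 comparisons were 722 (4007), in any of the 4 with day 3 681, and shared 0, with 0 higher and 0 lower. With Benjamini-Yekutieli adjustment, 27 (41) unigenes were lower in all 4 comparisons and 36 (56) on day 6 against day 3. Low-expression unigenes with at least 10 reads were 1312, 1177, 1079, 1484 and 1690 in the order of age. Without the filter on reads, the relative median of cytosolic ribosomal proteins on day 12 was -2.83 (0.12), that of oxidative phosphorylation 0.82 (0.57), and that of the ribosome pathway 0.50 (0.54) on day 12 and -0.72 (-0.63) on day 16. With a pseudocount of 1 the last list was at 0.48 (0.54) on day 12. Against every unigene as background, the percentile of anatomical structure development was 98.4 (86.7) on day 16, that of the myosin complex 99.3 (93.9) on day 6 and that of structural molecule activity 99.98 (89.0) on day 16 and 99.3 (82.5) on day 9. Only the members, not this background, were limited to unigenes low on day 3, which favours high percentiles.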

Differences from the paper's values

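In Table S5, the paper gives 48 unigenes with an RPKM from 0 to below 1 on day 6, and the deposited RPKM gives 408. With RPKM recomputed from the library's own sum of unique reads it is 408 and among unigenes with at least 10 reads it is 3, so neither alternative set before the data were examined closes the gap.

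In File S2, TC15360 stands at 2 places, for 2 ribosomal proteins. At the place of L40e the paper gives a log2 ratio of -1.7 for day 16 against day 9, and the deposited RPKM gives -1.24. There the paper gives -1.5 for day 16 against day 12, and the deposited RPKM gives -0.71. None of the scalings set before the data were examined closes either gap: TMM gives -1.17 and -0.85, the median ratio -1.19 and -0.84, and the libraries' own totals and totals without royal jelly proteins -1.24 and -0.71. The paper's other values compared in File S2, and all of those in Table S6, File S3 and the RNA-seq part of Table 2, lie within the limits set for a difference.

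The paper counts 3658 DEGs, 108 of them shared (the paper's 2.95%), and at the thresholds of its methods the deposited counts give 3637 in any comparison with day 3 and 103 shared (2.83%). Of the alternatives set before the data were examined, the exact binomial test gives 3625, 107 and 2.95%. An upper tail of Audic and Claverie's test without the observed count, chosen after seeing the values, gives 3658 and 108 and drops 0 of the 3637 called otherwise.

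The legend of Figure 2 gives red to up-regulated genes, and the red bars carry the numbers found here for unigenes lower at the later age, which match at 56 on day 6, 1208 on day 9 and 1932 on day 16 against day 3. In Table S6 the paper's directions are those found here. The paper states that the model behind its M group peaks on day 9. Of the 29 M unigenes 28 were highest on day 12 and 1 on day 9. It places TC15513 among the reversed genes, and this unigene was higher at all 4 later ages, while the other 23 were lower. The paper counts the M genes among its DEGs, and of these DB731917 was not called on day 6 with the total of unique reads, but is called with TMM and when adjusted over the list alone. Most of the genes of muscle and calcium binding are given by the paper as more than 5-fold higher on days 9 and 12, which holds for 9 of 11 such unigenes on day 12 and for 2 on day 9, not counting the sodium/potassium ATPase unigenes, which were lower on both days. The count on day 9 depends on the scaling: in the whole M group it is 7 of 29, and 14 with TMM or 15 with the median ratio.

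MRJP and yellow unigenes that the paper calls expressed on day 9 alone had reads at other ages too, such as TC12751 with 28 on day 6 and TC14541 with 29. Genes that the paper gives as expressed on day 12 include BI506661 with 0 reads on day 12 and 16 on day 3, and 3 RasGTPase activators that were lower than on day 3. The paper counts α-amylase among down-regulated genes, and its unigene DB772014 was higher on day 16. Insulin-like growth factor-binding proteins are stated to be high on day 16, and 1 of 3 was higher (TC21952) and 2 lower than on day 3.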

Other observations

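Of the 10 tests weighed in this section, 1 was chosen before its result was seen, that of totals without the most abundant unigenes, a scaling that was itself added after other results had been seen. The other 9 were chosen after, 2 of the 10 proved void, and 1 was added when an earlier one proved void. The added one, of the muscle list's own median, does not decide on scaling either.

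The named unigenes with the highest ratios of day 16 to day 3, given here 1 by 1 and not tested as a group, include several that the paper does not report. The precursor of venom acid phosphatase (TC14476) was at a log2 ratio of 6.26 (4.69 to 8.55) to day 3 on day 12 and 9.30 (7.75 to 11.58) on day 16. The hyaluronidase precursor (TC20544), an enzyme that splits the matrix between cells, had 9, 17, 27, 243 and 551 reads in the order of age, 5.84 (4.90 to 6.98) on day 16. Laccase 2 (TC13781) reached 8.36 (7.80 to 8.99) on day 16 and the kallikrein match TC14919 9.01 (7.65 to 10.89). MRJP9 (TC12355) went from 3 reads on day 3 to 45 on day 9, 213 on day 12 and 525 on day 16, 7.35 (5.80 to 9.64), and was higher on day 16 than on day 9, at 2.96 (2.52 to 3.43), where 6 other members of the royal jelly list were lower. Among the most abundant unigenes, TC20807 and TC12373, which carry no gene name in the sources used here, were at 6.76 (6.67 to 6.85) and 7.22 (7.03 to 7.41) on day 16. TMM raises each of these ratios to day 3.

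Lists of enzymes that oxidise and conjugate small molecules lay high among the random lists at the late ages, although most of their members were not called. Cytochrome P450 unigenes (20 measured) had relative medians of 0.71, 0.48, 1.81 and 1.76 on days 6, 9, 12 and 16 against day 3, at percentiles 98.6, 79.3, 100 and 100 of the random lists, with 2, 4, 7 and 7 higher and none lower. TC14444, matching a cytochrome P450 of family 6, was highest on day 12, at 4.70 (4.07 to 5.41), and TC19658, matching P450 9e2, on day 16, at 3.77 (3.02 to 4.63). Glutathione and UDP transferases (9 measured) had 0.13, 0.98, 1.92 and 2.12, the last at percentile 99.98, with 0, 1, 3 and 4 higher, among them TC16552, matching an ecdysteroid UDP-glucosyltransferase, at 5.15 (4.52 to 5.87) on day 16. Of the antenna list (18 measured), odorant binding proteins 4 (TC13645) and 16 (TC12570) were at 5.14 (3.55 to 7.44) and 5.03 (3.96 to 6.36) on day 16, and 4 members were higher. Its relative medians were 0.02, -0.14, 0.10 and 0.60 (with members without a read at the floor of 3 reads 0.05, 0.13 and 0.40 on days 6 to 12). On day 16 against day 9 its median was 1.51, and -0.07 with the floor, so it rests on members without reads on day 9.

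In the libraries of day 12, transcripts of oxidative phosphorylation (46 measured) and of mitochondrial ribosomal proteins (10 measured) had relative medians of 0.57 and 0.91, at percentiles 99.99 and 99.4, with 0 members called. Their medians on days 6, 9 and 16 were -0.18, 0.04 and 0.00, and 0.13, 0.21 and 0.05. Translation factors (16) had 0.49 on day 6, at percentile 99.0, then 0.17, -0.39 and -0.21, and heat shock proteins (8) had 0.61, -0.16, 0.57 and 0.49, with 0 called in either. Apoptosis and autophagy (12) had 0.22, 0.53, 0.89 and 0.00 and glycolysis (7) 0.27, 0.11, -0.72 and 0.13, with 0 called. Fatty acid synthesis (8) had 0.42, -0.42, 0.68 and 0.32, and an elongase (TC14076) was higher on day 16, at 3.65 (2.72 to 4.74). Juvenile hormone and ecdysone (6) had -0.76, -0.24, 0.21 and -0.75, with ecdysone-induced protein 78C (NP9550369) lower on day 12, at -2.78 (-5.15 to -1.07), a call that TMM ends. Fat body (6) had -0.08, -0.20, -0.61 and 0.42, with 0 called. The cuticle list (8) had -0.24, -0.96, -0.68 and -1.14, the last at percentile 0.73, while its member TC15457 was higher on day 16, at 4.87 (3.61 to 6.51). Of the lists with few members, apidaecin (BI514627) among antimicrobial peptides was higher on day 16, at 1.90 (0.82 to 3.14), hemocytin (TC15331) among haemocyte markers was higher on day 16 than on day 9, at 1.02 (0.60 to 1.46), the opsin-like receptor NP9553158 among photoreceptor markers was 4.22-fold lower on day 12 against a floor of 3 reads, a call that TMM ends, and 0 histones were called.

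With the total of unique reads, more unigenes were lower than higher on days 9, 12 and 16 against day 3, but with TMM more were higher on day 9 (439 against 395) and day 16 (790 against 719). Fewer unique reads in the later library, as the cause of the excess seen with that total, are argued against for day 16 alone. That library has more unique reads than day 3, and 79.7% of its called unigenes were lower (47.6% with TMM and 46.0% with the median ratio). This share is part of the pattern and was seen before the bound was set, and it leaves days 9 and 12 open. A few abundant transcripts taking a growing share of the reads, foremost mrjp2 (TC24109) on days 9 and 12 and TC20807 on day 16, may account for part of the excess. Without the most abundant unigenes in the totals, 68.6% were lower on day 12 in place of 87.4%, between the bounds set for either reading. The median ratio gives 52.5% on day 12, which decides nothing, since its factors centre the median unigene. Abundant transcripts and a wider fall with age cannot be told apart without an outside standard in each library, and age stays an untested explanation.

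On day 16 the paper's qRT-PCR values lay above the RNA-seq ratios for 15 of 17 genes, the others being DB731917 and TC17341. Counting error as the whole cause is argued against by the 23.5% of qRT-PCR values that fall inside the counting interval. The lowest median difference over the scalings was 1.82, so none of those tried removes the gap. A larger error in the factor of 1 library would shift all ratios alike, so this cannot decide on scaling as the source. A common shift of the qRT-PCR values might explain it and stays open, since 58.8% of the genes lie within 1 log2 of the median difference, between the bounds set. A lower reference gene on day 16 would give such a shift, but the unigene that Table S6 names β-actin (TC12464) was higher, at 1.74 (1.56 to 1.92), and a higher reference would shift the values the other way. The paper also gives TC12464 a qRT-PCR fold of its own (27.5 on day 16), which the reference itself would not have, so the RNA-seq value of the reference used was not tested, nor was a biological explanation.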
